# Regulatory T cells in the mouse hypothalamus control immune activation and ameliorate metabolic impairments in high-calorie environments

**DOI:** 10.1038/s41467-025-57918-z

**Published:** 2025-03-20

**Authors:** Maike Becker, Stefanie Kälin, Anne H. Neubig, Michael Lauber, Daria Opaleva, Hannah Hipp, Victoria K. Salb, Verena B. Ott, Beata Legutko, Roland E. Kälin, Markus Hippich, Martin G. Scherm, Lucas F. R. Nascimento, Isabelle Serr, Fabian Hosp, Alexei Nikolaev, Alma Mohebiany, Martin Krueger, Bianca Flachmeyer, Michael W. Pfaffl, Bettina Haase, Chun-Xia Yi, Sarah Dietzen, Tobias Bopp, Stephen C. Woods, Ari Waisman, Benno Weigmann, Matthias Mann, Matthias H. Tschöp, Carolin Daniel

**Keywords:** Immune tolerance, Neuroimmunology, Regulatory T cells, Type 2 diabetes

## Abstract

The hypothalamus in the central nervous system (CNS) has important functions in controlling systemic metabolism. A calorie-rich diet triggers CNS immune activation, impairing metabolic control and promoting obesity and Type 2 Diabetes (T2D), but the mechanisms driving hypothalamic immune activation remain unclear. Here we identify regulatory T cells (Tregs) as key modulators of hypothalamic immune responses. In mice, calorie-rich environments activate hypothalamic CD4^*+*^ T cells, infiltrating macrophages and microglia while reducing hypothalamic Tregs. mRNA profiling of hypothalamic CD4^*+*^ T cells reveals a Th1-like activation state, with increased *Tbx21*, *Cxcr3* and *Cd226* but decreased *Ccr7* and *S1pr1*. Importantly, results from Treg loss-of function and gain-of-function experiments show that Tregs limit hypothalamic immune activation and reverse metabolic impairments induced by hyper-caloric feeding. Our findings thus help refine the current model of Treg-centered immune-metabolic crosstalk in the brain and may contribute to the development of precision immune modulation for obesity and diabetes.

## Abstract (web summary)

Hypothalamus participates in systemic metabolic processes, while high calorie intake increases immune activation in the central nervous system. Here the authors show that reduced regulatory T cells in the hypothalamus contribute to elevated immune activation in a high calorie environment, thereby prompting a potential therapy target for metabolic diseases.

## Introduction

Metabolic diseases such as obesity and Type 2 diabetes (T2D) are among the most severe health threats of modern society. To control systemic metabolism, the central nervous system (CNS) receives neuronal and endocrine inputs reflecting the current state of metabolism^1–3^. Specialized brain areas in several hypothalamic regions, including the arcuate nucleus (ARC)^4^, integrate this feedback to maintain a balanced metabolic profile and a stable body weight^1,2^.

From an immune perspective, immune activation in the CNS that is initiated as a consequence of exposure to calorie-rich diets has been suggested to promote impaired metabolic control, thereby contributing to the development of obesity and T2D^5^. In the CNS, the ARC is particularly affected by high-fat, high-sugar (HFHS) diets that cause impairments of its microenvironment^6–10^. In addition, the adjacent circumventricular organ, the median eminence, contains a highly fenestrated vascular endothelium that represents an incomplete blood-brain barrier. Thus, together with the ARC, the median eminence has been considered as an important ‘window’ for communication between the mediobasal hypothalamus and the circulation. More recently, another avenue of crosstalk between the brain and circulation has been described that is consistent with the early description by Rennels et al. of a physical interconnection between the cerebrospinal fluid (CSF) and the perivascular spaces around the brain vasculature^11^. Whereas classical lymphatic vessels in the CNS meninges permit drainage of large particles and immune cells from the brain to cervical lymph nodes^12–14^, the so-called ‘glymphatic system’ allows interstitial solutes to be cleared from the brain via exchange of CSF and interstitial fluid^15,16^. Moreover, vascular channels were found to link the bone marrow of the skull to the brain surface^17^.

High-calorie environments were shown to promote chronic low-grade inflammation in metabolic tissues, while tissue damage emerges as a result of dysregulated chronic innate and adaptive immune responses^18^. Recent literature suggested that a reduction in fat-residing regulatory CD4^+^T cells (Tregs) upon high-calorie challenges sustained local inflammation and worsened metabolic parameters^19,20^. However, it remains currently unknown whether Tregs residing in brain regions relevant for metabolic control do control local immune activation and do contribute to the regulation of systemic metabolism.

In the brain, as innate immune sensors of pathological changes, microglia are the primary resident immune cell and maintain a functionally optimal local environment^21–23^.

Despite these insights, the mechanisms permitting functional surveillance of the CNS during steady-state conditions remain incompletely understood. It has been suggested that systemic T lymphocytes including CD4^+^ T cells transit the CNS and participate in immune surveillance^24–26^. Consistent with this, earlier work indicated that under physiological conditions immune cells in the perivascular and subarachnoid spaces can provide immune surveillance of the CNS^12,13,27,28^. In addition, recent work by Rustenhoven et al. underscored the importance of the dural sinuses as a critical neuroimmune interface, where T cells encounter antigens to support immune surveillance. Specifically, this work showed efflux of CSF to the dural sinuses, permitting accumulation of brain-enriched antigens^29^.

From an adaptive immune perspective, in addition to their classical contribution in autoimmune settings such as multiple sclerosis, the last years have seen a growing appreciation of the role of brain-residing CD4^+^ T cells in behavior, neurodegenerative and neuroinflammatory diseases^30–35^ and most recently also in the healthy brain^29,34,36–38^. Work from Adrian Liston and his team characterized the CD4^+^ T-cell population in the healthy brain, indicating in situ initiation of a residency program^36^.

In spite of these findings, the specific adaptive immune cells, which are relevant for controlling immune responsiveness and which are compromised in the brain by environmental challenges such as calorie-rich diets are unknown. Foxp3^+^CD4^+^ Tregs are strong candidates for controlling local immune reactivity. They can be induced de novo^39,40^, maintain immune homeostasis^41^ and can control tissue integrity, inflammation and function, for example in visceral white fat^19,20^ as well as in the CNS^42,43^. More importantly, we and others demonstrated that Tregs respond to environmental-metabolic signaling cues e.g., environmental temperature and diet composition in non-lymphoid tissues and thereby control tissue function and inflammation^44,45^.

Here, we expose mice to a high-caloric diet challenge and determine the transcriptome of hypothalamus-residing CD4^+^T cells to identify the receptors relevant for recruitment of T cells to and retention at inflammatory sites, i.e., the hypothalamus. Using Treg-specific gain- and loss-of-function studies we further demonstrate that Foxp3^+^Tregs regulate hypothalamic immune responsiveness. Specifically, hypothalamus-residing Foxp3^+^Tregs are significantly reduced upon exposure to a HFHS diet. Furthermore, Treg transfers in vivo significantly reduce hypothalamic innate immune activation of mice fed a calorie-rich diet and Treg gain-of-function studies improve systemic metabolic parameters. Therefore, our results identify a key function of Foxp3^+^Tregs in shaping innate immune responsiveness in response to hypercaloric environments in the hypothalamus of the CNS.

## Results

### Identification of CD4^+^T cells and CD25^+^Foxp3GFP^+^Tregs in the brains of healthy mice

First, to define and confirm the presence of CD4^+^T cells in the steady state from mice fed a standard diet, we used immunofluorescence to stain against CD4 and GFAP in mouse brains (Fig. 1a). To identify regulatory Foxp3^+^Tregs we likewise employed immunofluorescence with staining against CD3 and Foxp3 (Fig. 1b). As second approach in an independent laboratory, we used diaminobenzidine (DAB) stainings against GFP in Foxp3GFP reporter mice as a mean to confirm the identification of Tregs in healthy brains with light microscopy upon transcardial perfusion (Fig. 1c). These immunohistochemical analyses demonstrated Foxp3^+^GFP^+^Tregs within the parenchyma of young lean Balb/c Foxp3GFP reporter mice fed a standard diet (Fig. 1c).

**Fig. 1:**
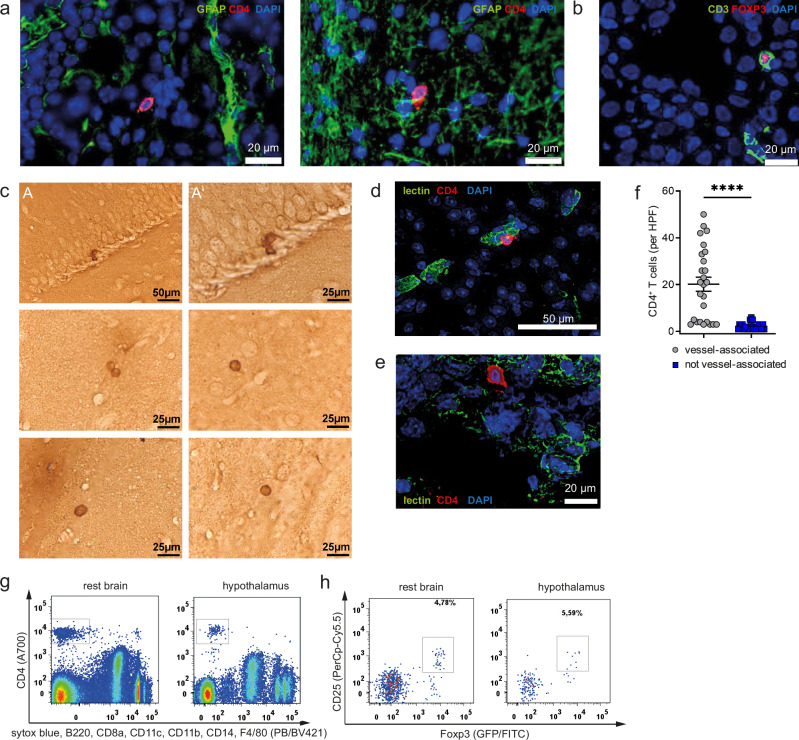
Identification of CD4^+^T cells and CD4^+^CD25^+^Foxp3GFP^+^Tregs in brains of healthy lean mice. **a**, **b** Representative immune fluorescence staining of brain cryosections (12 µm) of Balb/c mice (**a**) stained for glial fibrillary acidic protein (GFAP, astrocyte marker, green), CD4 (T-cell marker, red) and DAPI (nuclei, blue) and **b** stained for CD3 (T-cell marker, green), Foxp3 (Treg marker, red) and DAPI (nuclei, blue). Stainings were obtained from >3 independent experiments. The scale bar is 20 µm. **c** Anti-GFP DAB staining of 30 µm vibratome sections of brains from Foxp3GFP Balb/c reporter mice to detect Tregs in the brain. The scale bar is 50 µm or 25 µm as indicated. Stainings were obtained from >3 independent experiments. **d**, **e** Representative immune fluorescence staining of brain cryosections (12 µm) stained for lectin (vessel, green), CD4 (CD4 T-cell marker, red) and DAPI (nuclei, blue) for the quantification of vessel-associated (**d**) vs. vessel distinct (**e**). The scale bar is 50 µm or 20 µm as indicated in the figure. **f** Summary graph for the quantification of vessel-associated (depicted as circles) vs. distinct from vessel (depicted as squares) CD4^+^T cells. Dots represent counts per high power field (HPF) as in (**d**, **e**), obtained from multiple sections. Mean ± SEM. Two-tailed unpaired Student’s *t* test, *P* < 0.0001. **g**, **h** Flow cytometric analysis of **g** CD4^+^T cells from mouse brain without hypothalamus (referred to as rest brain) and hypothalamus. CD4^+^T cells are analyzed as being positive for CD4 and negative for a panel of exclusion markers (live dead stain, B220, CD8a, CD11b, CD11c, CD14, F4/80). **h** Flow cytometric analysis of CD25^+^Foxp3GFP^+^ Tregs (% of live CD4^+^) from mouse rest brain and hypothalamus. Tregs were pre-gated on CD4^+^ and negative for exclusion markers as in (**g**). Source data are provided as a Source Data file. ****P < 0.0001.

We identified a substantial proportion of T cells in the brain in close proximity to vessels, as assessed by immunofluorescence and co-staining against CD4 and the vessel marker lectin (Fig. 1d–f). However, and in line with recent observations^36–38^, a small number of T cells was found to be located distal to the vasculature (Fig. 1d–f). These findings are in line with a non-vascular non-meningeal placement for a certain subset of T cells^36^. Moreover, recent studies have highlighted that vessel-associated T cells, which can be localized in the perivascular space, can secrete soluble mediators to facilitate crosstalk with the neighboring parenchyma such as neurons, astrocytes and microglia, the latter well known for their critical role in maintaining and supporting neurological functionality^31,32,34^.

As an independent approach, we employed high-dimensional flow cytometry to identify and quantify CD4^+^T cells including Treg cells in the brain of mice. Given the critical role of the hypothalamic region in directing metabolic control, we focused on T cells that are located in the hypothalamus vs. the remaining brain (rest brain from hereon) for flow cytometry analyses. Using a set of exclusion markers (CD8a, CD11b, CD11c, CD14, F4/80, B220) and a dead-cell stain (sytox or eF450), we identified local CD4^+^T cells (Fig. 1g) including CD4^+^CD25^+^Foxp3GFP^+^Tregs (Fig. 1g, h) in hypothalami of healthy mice. CD4^+^T cells, including Foxp3^+^Tregs, were likewise observed in other parts of the brain (Fig. 1g, h). In line with recent observations by Pasciuto et al., transcardial perfusion did neither abolish the CD4^+^T cells in the rest brain or hypothalamus of healthy mice (Supplementary Fig. 1a), nor were Treg frequencies reduced (Supplementary Fig. 1b). Furthermore, upon transcardial perfusion, T cells from these healthy mice presented with an activated phenotype as assessed by CD62L^low^ staining (Supplementary Fig. 1c).

### A high-calorie diet promotes hypothalamic immune activation in local CD4^+^T cells

Next, to study immuno-metabolic alterations in local brain-residing CD4^+^T cells, mice were exposed for various time frames to a HFHS diet composed of 58.0% kcal from fat, 25.5% kcal from carbohydrates and 16.4% kcal from proteins for 8–48 weeks (wk). To assess whether hypercaloric challenges might impinge on the co-localization of T cells with vessel markers, we used immunofluorescence to stain against CD4 and the vessel marker lectin in mouse brains (Fig. 2a, b). Similar to standard-diet conditions, upon exposure to a hypercaloric challenge, the majority of CD4^+^T cells identified in mouse brains remained vessel-associated (Fig. 2c). No differences in total counts of CD4^+^T cells that were vessel-associated vs. distinct from vessel were observed upon exposure to standard vs. HFHS diet (Fig. 2d, e). To validate these findings in an alternate approach, we performed DAB stainings. To this end, we obtained CD4GFP mice by crossing mice expressing the Cre recombinase under the *Cd4* promoter with mice containing a *loxP*-flanked STOP sequence followed by the eGFP gene inserted into the Rosa26 locus. This enables the identification of T cells by GFP expression. We employed antibodies directed against GFP in brains from such CD4GFP mice exposed to standard vs. HFHS diet referring to a lean vs. an obese state respectively (Fig. 2f). The observed low T-cell frequencies impeded a robust quantification using light microscopy.

**Fig. 2:**
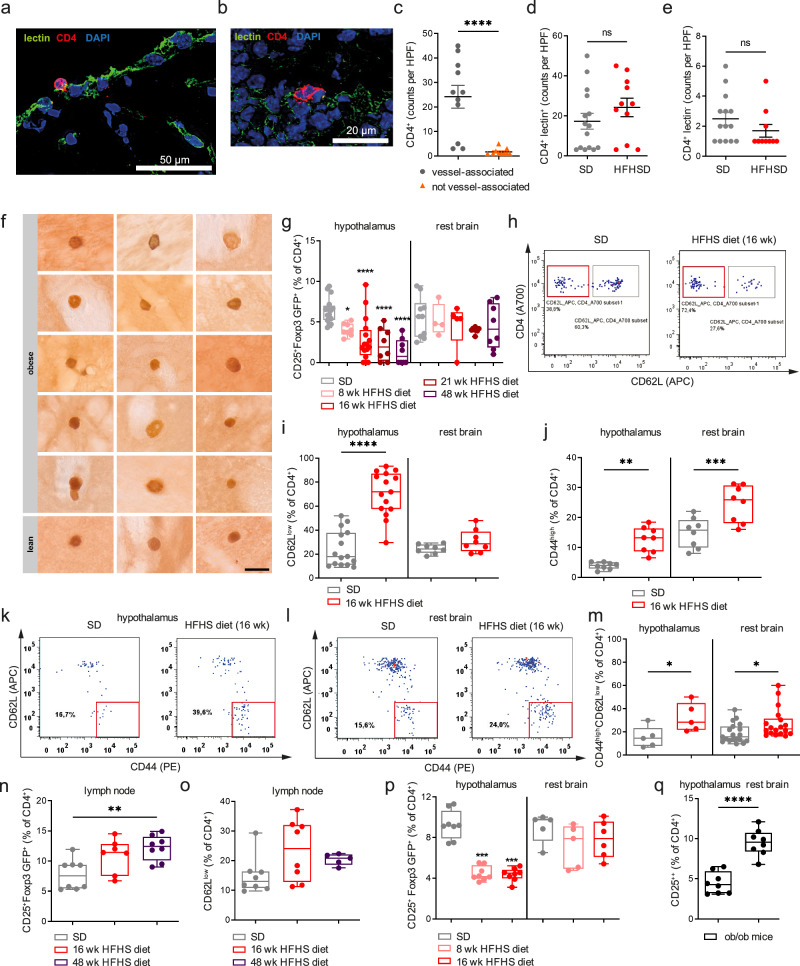
A high-calorie diet promotes hypothalamic immune activation in local CD4^+^T cells. **a**, **b** Representative immune fluorescence staining of Balb/c brain cryosections (12 µm) stained for lectin (vessel, green), CD4 (CD4 T-cell marker, red) and DAPI (nuclei, blue) for the quantification of vessel-associated (**a**) vs. vessel distinct (**b**) after 16 weeks HFHS diet. The scale bar is 50 µm or 20 µm as indicated. **c** Summary graph for the quantification of vessel-associated vs. not vessel-associated CD4^+^T cells upon exposure to high-fat high-sugar (HFHS) diet for 16 weeks. Vessel-associated CD4^+^ T cells are depicted as circles, T cells distinct from vessels as triangles and were quantified as counts per high power field (HPF) across multiple sections. Mean ± SEM. Two-tailed Mann–Whitney *U* test, *P* < 0.0001. **d**, **e** Summary graph for the quantification of **d** vessel-associated CD4^+^T cells and **e** T cells distinct from vessels per high power field (HPF) upon exposure to a standard diet (SD) or high-fat high-sugar (HFHS) diet for 16 weeks. Mean ± SEM. Two-tailed Mann–Whitney *U* test **d** *P* = 0.1531; **e** *P* = 0.2198. (**f**) Representative anti-GFP DAB immunostainings in brains of CD4GFP mice fed a standard diet or HFHS diet for 6 months. Vibratome sections were cut with 30 µm and the scale bar is 20 µm. Stainings were obtained from >3 experiments. **g** Quantification of CD25^hi^Foxp3^+^Treg frequencies (% of CD4^+^) in rest brain vs. hypothalamus of Foxp3GFP Balb/c mice exposed to HFHS diet for 8–48 weeks. *n* = 4–16 biological replicates from ≥4 independent experiments. Depicted are box-and-whisker plots (min to max with all data points). One-way ANOVA with Šidák post hoc test, multiple comparisons vs. lean values. Adjusted *P* values for hypothalamus: *P*(8 weeks) = 0.0660; *P*(16 weeks) <0.0001; *P*(21 weeks) <0.0001; *P*(48 weeks) <0.0001. Adjusted *P* values for rest brain: *P*(8 weeks) > 0.9999; *P*(16 weeks) = 0.9882; *P*(21 weeks) = 0.6420; *P*(48 weeks) = 0.9131. **h** Representative FACS plots for the analysis of activated CD62L^low^ CD4^+^ T cells in mouse Foxp3GFP Balb/c brains with or without exposure to HFHS diet (SD gray, 16 weeks HFHSD red). **i** Quantification of (H) in % of CD4^+^ T cells. Depicted are box-and-whisker plots (min-to-max values with all data points); *n* = 8 or *n* = 15 biological replicates from >4 independent experiments. One-way ANOVA with Šidák post hoc test. Adjusted *P* values: *P*(hypothalamus) <0.0001; *P*(rest brain) = 0.6028). **j** Box-and-whisker plots (min-to-max values with all data points) for activated CD44^hi^CD4^+^ T cells from mouse Foxp3GFP Balb/c brains exposed to SD or HFHS diet; *n* = 8 biological replicates from four independent experiments. One-way ANOVA with Šidák post hoc test, adjusted *P* values: *p*(hypothalamus) = 0.0011; *P*(rest brain) = 0.0004). **k**–**m** Representative FACS plots for hypothalamic CD44^hi^CD62L^low^ effector memory T cells (as % of CD4^+^) from the hypothalamus (**k**) or rest brain (**l**) of Foxp3GFP Balb/c mice. **m** summary plot depicted as box-and-whisker plots (min to max with all data points). *N* = 5–19 biological replicates. One-way ANOVA with Šidák post hoc test, adjusted *P* values: *p*(hypothalamus) = 0.0323; *P*(rest brain) = 0.0381). **n**, **o** Lymph node-residing CD4^+^Foxp3GFP^+^Tregs and CD4^+^CD62L^low^ T cells of Foxp3GFP Balb/c mice fed the standard or the HFHS diet. *n* = 8 biological replicates from 2 to 4 independent experiments. Data are depicted as box and whisker plot (min-to-max values with all data points). **n** One-way ANOVA with Šidák post hoc test, adjusted *P* values: *P*(SD vs. 16 weeks) = 0.0699; *P*(SD vs. 48 weeks) = 0.0056; *P*(16 weeks vs. 48 weeks) = 0.6880). **o** One-way ANOVA with Šidák post hoc test, adjusted *P* values: *P*(SD vs. 16 weeks) = 0.1038; *P*(SD vs. 48 weeks) = 0.5281; *P*(16 weeks vs. 48 weeks) = 0.8587). **p** Quantification of Treg frequencies from rest brain vs. hypothalamus of Foxp3GFP C57Bl/6J mice exposed to standard diet or HFHS diet for 8 or 16 weeks. Depicted are box-and-whisker plots (min to max with all data points). *n* = 4−8 biological replicates from 2 to 4 independent experiments. One-way ANOVA with Šidák post hoc test, adjusted *P* values: hypothalamus: *P*(SD vs. 8 weeks) <0.0001; *P*(SD vs 16 weeks) <0.0001; *P*(8 vs. 16 weeks) >0.9999; rest brain: *P*(SD vs. 8 weeks) = 0.2470; *P*(SD vs. 16 weeks) = 0.6984; *P*(8 vs. 16 weeks) = 0.9663). **q** Treg frequencies in the hypothalamus and rest brain of genetically obese *ob/ob* mice on SD. Depicted are box-and-whisker plots (min to max with all data points). *n* = 8 biological replicates from two independent experiments. Two-tailed unpaired *t* test, *P* < 0.0001. Source data are provided as a Source Data file. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

Therefore, to permit an in-depth characterization and quantification of hypothalamus-residing CD4^+^T cells in response to hypercaloric challenges, we focused on high-dimensional flow cytometry analyses. Canonical neuroinflammatory diseases, many of which are induced by reactions to CNS-derived self-antigens and pathogens, do involve high numbers of infiltrating CD4^+^T cells. In contrast to these classical neuro-immunological disease settings, only a very mild trend towards an increase in local CD4^+^T-cell frequency occurred after chronic exposure to a HFHS diet (Supplementary Fig. 1d). At the same time, we observed a significant and progressing decline of hypothalamic CD4^+^CD25^+^Foxp3GFP^+^Tregs (Fig. 2g). The reduction of hypothalamus-residing Foxp3^+^Tregs was also present after a short-term exposure to HFHS diet (8 weeks), a time when the Balb/c mice were not yet obese (Supplementary Fig. 1e). These results point to a potentially important influence of diet composition in modulating the hypothalamic immuno-metabolic microenvironment.

Supporting the notion of local immune activation triggered by hypercaloric challenge, mice fed a high-caloric diet displayed an enhanced proportion of hypothalamus-residing CD4^+^T cells with an activated phenotype (Fig. 2h, i). Likewise, activated CD44^hi^CD4^+^T cells distinctly increased in the hypothalamus as well as in the remaining parts of the brain (Fig. 2j). Activation of CD4^+^T cells upon HFHS diets was confirmed by increased frequencies of CD4^+^CD62L^low^CD44^high^T cells in the hypothalamus (Fig. 2k, m) and to a lesser extent also in the remaining parts of the brain (Fig. 2l, m).

The observed decline in hypothalamic Treg cells together with the increase in local CD4^+^T-cell activation did not simply reflect immune activation occurring in the peripheral immune system upon exposure to the HFHS diet. Specifically, these changes in Treg frequencies were not reflected in peripheral lymph nodes (Fig. 2n). Long-term exposure to such hypercaloric challenges promoted a significant increase of Tregs in LNs (Fig. 2n), which could result among others from inflammatory expansion or retention. Furthermore, we did not identify significant changes in the activation of CD4^+^T cells (Fig. 2o) purified from mesenteric LNs of mice subjected to the HFHS diet, albeit we observed a mild but significant increase in IL-17A production of such CD4^+^T cells (Supplementary Fig. 2a). Given the limited numbers of Tregs within the hypothalamus, it is not feasible experimentally to directly assess their cellular functionality through Treg suppression assays. However, we have performed such Treg suppression assays using Tregs isolated from LNs of either mice exposed to HFHS diet or to standard diet. These functional studies did not reveal any significant impairments in Treg function per se in mice exposed to the HFHS diet (Supplementary Fig. 1j). Nevertheless, our data indicate that the deteriorating effects of hypercaloric feeding on Tregs is a local effect as observed specifically in the hypothalamus.

C57Bl/6J Foxp3GFP reporter mice, which are more prone to diet-induced obesity than Balb/c mice (Supplementary Fig. 1e, f), likewise had significantly reduced frequencies of hypothalamus-residing Foxp3^+^GFP^+^Tregs when maintained on the HFHS diet (Fig. 2p). To understand to what extent the altered CD4^+^T cell and Treg profile upon HFHS diet promotes inflammatory downstream processes that may also radiate to other regions of the brain, we assessed classical inflammatory mediators associated with NFκB. Specifically, animals exposed to HFHS diet showed significantly higher gene expression levels of *Ccl5* induced by NFκB signaling in the hypothalamus (Supplementary Fig. 2b). Trends towards higher expression of *Ccl5, cRel* and *RelB* were also observed in the remaining brain (Supplementary Fig. 2c). Involvement of NFκB signaling upon HFHS diet exposure was confirmed when we assessed isolated cellular populations. Specifically, ACSA2^+^ astrocytes purified from the hypothalamus of HFHS diet-exposed mice showed a significant increase in *Ikkb* expression when compared to standard diet-fed animals (Supplementary Fig. 2d). No significant changes in *Ikkb* and related *Tnfa* expression in astrocytes were seen in remaining parts of the brain (Supplementary Fig. 2d). Purified microglia showed trends towards increased *Ikkb* and *Tnfa* expression in both the hypothalamus and remaining brain (Supplementary Fig. 2d). Likewise, similar trends for *Ikkb* and *Tnfa* abundance were seen in NeuN^+^ neurons in the remaining brain (Supplementary Fig. 2d). Given the importance of neuronal-immune crosstalk upon hypercaloric challenge, we validated the expression of NFκB-related signaling in purified NeuN^+^ neurons in an independent setting of HFHS-diet-exposed Balb/c mice. Specifically, in NeuN^+^ neurons from animals fed HFHS diet we observed a significantly increased abundance of *Ccl5*, *cRel*, *Relb, Ikkb* and *Tnfa* (Supplementary Fig. 2e).

In an alternate experimental setting, we confirmed the decline in Tregs in the hypothalamus by analyses of genetically obese *ob*/*ob* mice which lack expression of the hormone leptin. Likewise, those obese mice showed a reduced frequency of hypothalamic Tregs when compared to the rest of the brain (Fig. 2q). Exposure of *ob/ob* mice to HFHS diets also promoted a decline in Tregs in remaining parts of the brain (Supplementary Fig. 2f, g).

### Transcriptome analysis of hypothalamus-residing CD4^+^T cells confirms diet-induced immune activation

The control of the properties of brain/hypothalamus-residing CD4^+^T cells in particular in response to HFHS diet is currently unknown. Thus, in a pilot RNA-seq experiment, we performed transcriptome analyses of hypothalamus-residing CD4^+^T cells. Specifically, we focused on CD4^+^CD25^−^CD44^low+intermediate^ T cells with a rather lower activation profile to permit the assessment of priming effects induced by hypercaloric immuno-metabolic challenges^46^. To this end, mice were fed standard or HFHS diet, CD4^+^CD25^−^CD44^low+int^ T cells and CD4^+^CD25^+^Foxp3GFP^+^Tregs were cell-sorted and T-cell populations were pooled from groups of *n* = 9 animals (Supplementary Fig. 3a). 

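In this pilot RNA-seq experiment, each T-cell population gave 1 library per diet, so no replicate error can be given for its values. CD4+CD25-CD44 low+int T cells and CD4+CD25+Foxp3GFP+Tregs were sorted from the hypothalami of 9 pooled female Foxp3GFP Balb/c mice per diet, which express green fluorescent protein in cells with the Treg transcription factor Foxp3, after 16 weeks of standard diet (SD) or HFHS diet. The authors mapped the reads to the mouse genome and deposited the number of reads counted on each of 24421 gene symbols, without normalization. In CD4+CD25-CD44 low+int T cells, 2173767 counts on genes were deposited for the HFHS diet and 3315451 for SD. Tregs had 2029515 counts on the HFHS diet and 1234423 on SD. These counts made up 3.84% to 9.50% of all reads in the 4 files. Counts were divided here by DESeq2's size factors, taken over all 8 libraries of the pilot experiment from the 786 genes with counts in every one of them. A gene was called regulated when it had more than 20 normalized reads in at least 1 of the libraries compared and a fold change above 2 or below 0.5. The paper's text does not name the libraries that shared a normalization or the library in which the reads were required. Each fold change carries an exact Clopper-Pearson 95% confidence interval, which covers counting error only, as reads from PCR are not independent molecules. Where a library had 3 counts or fewer of a gene, the fold change was computed against 3 counts and is given as at least that value. Such a value allows for the floor but not for counting error, and it is given without an interval. In these 4 libraries, 3 counts correspond to 0.905 to 2.43 CPM (counts scaled to the library total). *Foxp3* had 241 counts in CD4+CD25-CD44 low+int T cells on SD and 3 on the HFHS diet, against 93 and 184 in Tregs. *Ikzf2*, another gene expressed in Tregs, had 29 counts in CD4+CD25-CD44 low+int T cells on SD and 3513 in Tregs on SD.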

The sort-purified T-cell populations from standard diet vs HFHS diet-fed animals did not differ with respect to CD44 MFI on a cellular level (Supplementary Fig. 3b). 

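A further 4 libraries of the pilot experiment, again 1 per group, came from hypothalami of *ob*/*ob* mice, which lack leptin, and of C57Bl/6J wild-type (WT) mice, with 7 female mice pooled for each. Their files were made and normalized in the same way as those of the diets. In CD4+CD25- T cells, 1727379 reads were counted on genes in *ob*/*ob* mice and 220336 in WT mice. The CD4+CD25++ libraries had 99925 counts in *ob*/*ob* mice and 5334511 in WT mice. At a total of 99925, 3 counts equal 23.8 normalized reads, so that any gene with 3 counts in the *ob*/*ob* CD4+CD25++ library passed the minimum of 20. In the WT CD4+CD25++ library, *Malat1* took 26.0% of all counts, and *Cd3d*, *Cd4*, *Ikzf2* and *Ctla4* had 0 counts at a floor of 0.562 CPM. *P2ry12*, a gene of microglia, had 18729 CPM there and 0 counts in the other 7 libraries of the pilot experiment. The WT CD4+CD25- library had 0 counts of the female-specific transcript *Xist* and 211 counts of Y-linked genes. Likewise, the *ob*/*ob* CD4+CD25++ library had 0 counts of *Xist* and 12 of Y-linked genes.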

In parallel experiments, we performed RNA-seq of sort-purified hypothalamus-residing CD4^+^CD25^−^ and CD4^+^CD25^++^T cells from groups of *n* = 7 *ob/ob* and WT mice. A general overview of GO-term gene coverage in hypothalamic CD4^+^CD25^−^CD44^low+int^ T cells (Fig. 3a), as well as in CD4^+^CD25^+^Foxp3GFP^+^Tregs (Fig. 3b), highlights regulation at cellular protein metabolic processes, regulation of gene expression and regulation of cellular biosynthetic processes. Similar overviews of GO-term gene coverage in hypothalamic CD4^+^CD25^−^T-cell populations from *ob/ob* mice fed a standard diet are depicted in Supplementary Fig. 3c, d. In addition, an overview of top-regulated genes in both CD4^+^CD25^−^Foxp3GFP^−^CD44^low+int^ T cells and CD4^+^CD25^+^Foxp3GFP^+^Tregs from mice exposed to HFHS diet or from standard diet-fed *ob/ob* mice is outlined in Supplementary Fig. 3g–j.

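For an overview by a single rule, the 3 highest and the 3 lowest fold changes of each comparison were taken among genes with more than 20 normalized reads in both libraries. In CD4+CD25-CD44 low+int T cells, *Nkg7* (chromosome 7 of GRCm38, 43437138 to 43438246) was 44.9-fold higher on the HFHS diet than on SD, with an interval from 37.0 to 55.0, followed by *Snx16* at 16.5-fold and *Rasa2* at 15.9-fold. The lowest fold changes in these cells were 0.0541 for *Snrpb*, 0.0553 for *Coro1a* and 0.0558 for *Cdk2ap2*. In Tregs on the HFHS diet, *Trp53inp1* was 27.8-fold higher, with an interval from 22.2 to 35.2, and *Pum2* 26.7-fold higher, followed by *Il7r*. The lowest fold changes in Tregs were 0.0219 for *Grap2*, 0.0357 for *Rap1b* and 0.0368 for *Zdhhc15*. Between *ob*/*ob* and WT mice, CD4+CD25- T cells had the highest fold changes for *Ly6e* at 101, *Ptprc* at 28.5 and *Dazap2* at 27.9. Their lowest fold changes were 0.0160 for *Ice2*, 0.0165 for *Ahcyl1* and 0.0169 for *Dtwd1*. In CD4+CD25++ T cells of *ob*/*ob* mice, *Ranbp9* was 82.2-fold, *S100a4* 49.3-fold and *Hipk3* 43.2-fold higher than in WT mice. *Gfm2* and *Rgs2* had the lowest fold changes there, at 0.00347 and 0.00386, and *Nfe2l2* was at least 235-fold lower, with 3 counts in *ob*/*ob* mice. These last 3 genes rank at 16, 20 and 29 among the most abundant transcripts of the WT CD4+CD25++ library.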

**Fig. 3:**
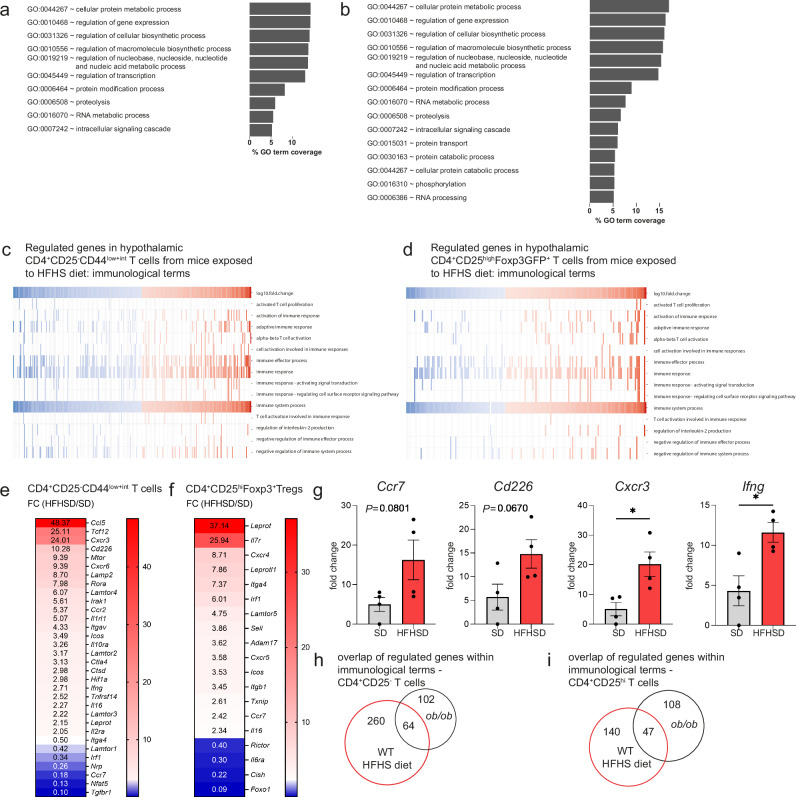
Transcriptome of hypothalamus-residing CD4^+^T cells reflects diet-induced immune activation. **a**–**d** DESeq2-normalized read counts regulated more than 2.5-fold (HFHS diet vs. SD) were functionally annotated to Gene Ontology Biological Processes (GOBP) level 5 using DAVID Bioinformatics Resources 6.7. Terms are depicted as percentage GO-term gene coverage for **a** hypothalamic CD4^+^CD25^−^CD44^low+int^ T cells and **b** hypothalamic CD4^+^CD25^high^Foxp3GFP^+^T cells from Foxp3GFP Balb/c mice exposed to 16 weeks SD or HFHS diet (pooled from *n* = 9 animals). Regulated genes were annotated to selected immunological GOBP terms and color-coded by log_10_-fold change; **c** hypothalamic CD4^+^CD25^−^CD44^low+int^ T cells and **d** CD4^+^CD25^high^Foxp3GFP^+^T cells from Foxp3GFP Balb/c mice exposed to HFHS diet. **e**, **f** Heatmap of the fold change of selected differentially regulated genes in response to HFHS diet vs. SD in hypothalamic CD4^+^CD25^−^CD44^low+int^ T cells (**e**) or CD4^+^CD25^high^Foxp3GFP^+^T cells (**f**) of Foxp3GFP Balb/c mice. **g** Gene expression analysis of FACS-sorted CD4^+^CD25^−^CD44^low+int^ T cells from Foxp3GFP Balb/c mice exposed to 16 weeks SD or HFHS diet by qPCR. *n* = 4 biological replicates per group from two independent experiments. Mean ± SEM. Unpaired two-tailed *t* test, *P*(*Ccr7*) = 0.0801; *P*(*Cd226*) = 0.0670; *P*(*Cxcr3*) = 0.0188; *P*(*Ifng*) = 0.0169. **h**, **i** VENN diagram of regulated genes within selected immunological GO terms of hypothalamic (**h**) CD4^+^CD25^−^ T cells and **i** CD4^+^CD25^high ^T cells from *ob/ob* mice or C57Bl/6J wild-type mice fed the HFHS diet. Source data are provided as a Source Data file. *P < 0.05.

To dissect the observed T-cell activation seen after high-caloric challenge in cellular analyses at a molecular level, we next focused on pathway analyses related to immune effector responses and T-cell activation (Fig. 3c, d). This revealed that when the mice were exposed to the HFHS diet, hypothalamus-residing CD4^+^T cells had distinctly regulated genes involved in cellular migration to non-lymphoid tissues, and genes involved in the recruitment of T cells to as well as their retention at inflamed tissue sites (Fig. 3e, f). Specifically, analysis of hypothalamic CD4^+^CD25^−^Foxp3GFP^−^CD44^low+int^ T cells from mice with hypercaloric feeding revealed upregulation of *Cxcr3*, NF-kB target gene *Ccl5* and *Ccr4* accompanied by a downregulation in *Ccr7* and *S1pr1* expression. 

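Fig. 3e shows 25 genes with a fold change above 1 in CD4+CD25-CD44 low+int T cells, and all 25 had more normalized reads on the HFHS diet than on SD. Of these, 21 met both limits for a regulated gene, while *Ifng*, *Il2ra* and *Lamtor3* stayed under 2-fold and *Mtor* under the minimum of reads. The interval of the fold change excluded 1 for 24 of the 25 genes, the exception being *Lamtor3* at 1.56-fold with an interval from 0.944 to 2.58. The 6 genes below 1 in Fig. 3e all had fold changes under 0.5, from 0.0752 for *Tgfbr1* to 0.437 for *Itga4*. In Tregs, all 15 genes above 1 in Fig. 3f were more than 2-fold higher on the HFHS diet, from 2.25-fold for *Ccr7* to 109.7-fold for *Leprot*, which had 4 counts on SD. All 4 genes below 1 in Fig. 3f were lower, from 0.0795 for *Foxo1* to 0.407 for *Rictor*. When counts were scaled to CPM instead, 2 of these genes fell under 2-fold in CD4+CD25-CD44 low+int T cells, *Il16* at 1.87 and *Leprot* at 1.94. In Tregs, the same scaling brought *Txnip* to 1.87, *Il16* to 1.74 and *Ccr7* to 1.65. The paper chose both lists from these libraries, so the counts of genes in each direction are not independent evidence.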

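In CD4+CD25-CD44 low+int T cells, *Cxcr3* (chromosome X of GRCm38, 101731535 to 101734147) had 344 counts on the HFHS diet and 27 on SD, which is 21.7-fold after normalization, with an interval from 14.7 to 33.4. *Ccl5* (chromosome 11, 83525778 to 83530518) had 1891 counts against 67, a fold change of 48.1 with an interval from 37.7 to 62.3. Across the other scalings tried, the fold change of *Ccl5* ran from 43.0 to 55.0. For *Ccr4* (chromosome 9, 114490316 to 114505476), 29 counts against 7 gave a fold change of 7.06 with an interval from 3.03 to 19.1. Its 13.2 normalized reads on the HFHS diet lay under the minimum for a regulated gene. *Ccr7* (chromosome 11, 99144199 to 99155077) fell from 5395 counts to 508, a fold change of 0.160 with an interval from 0.146 to 0.176. The counts of *S1pr1* (chromosome 3, 115710433 to 115715055) were 269 on the HFHS diet and 3069 on SD, and the fold change was 0.149 with an interval from 0.131 to 0.169.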

A reduced expression of *S1pr1* is critically involved in regulating tissue retention of T cells^47,48^, while downregulation of *Ccr7* promotes their migration to inflamed tissues and the ability to have immediate effector functions.

### A high-calorie diet promotes a Th1-like immune activation in hypothalamic CD4^+^T cells

Enhanced activation of locally-residing CD4^+^T cells was confirmed after HFHS feeding; e.g., by increased expression of *Pi3kγ*, which drives priming and activation of T cells, and which is important for chemotaxis, migration and promotion of inflammation^49^. 

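*Pi3kγ*, which the files list as *Pik3cg*, lies on chromosome 12 of GRCm38 from 32173397 to 32208677. It had 214 counts in CD4+CD25-CD44 low+int T cells on the HFHS diet and 5 on SD, a fold change of 72.9 with an interval from 30.8 to 227. The other scalings gave fold changes of 65.3 to 83.4 for this gene.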

After exposure to the HFHS diet, CD4^+^T cells also had enhanced expression of *Mtor* and *Map3k7* (encoding Tak1), which likewise induce activation and differentiation of CD4^+^T cells^50^ (Fig. 3c, e). Moreover, maintenance on the HFHS diet resulted in upregulation of *Tlr4* expression in hypothalamic CD4^+^T cells, thereby promoting immune activation. 

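*Mtor* (chromosome 4 of GRCm38, 148448582 to 148557685) had 20 counts in CD4+CD25-CD44 low+int T cells on the HFHS diet and 3 on SD, so that it was at least 11.4-fold higher. With 9.09 normalized reads on the HFHS diet, it did not reach the minimum for a regulated gene. It reached that minimum with size factors taken over the 2 libraries compared, at 27.3 normalized reads. For *Map3k7* (chromosome 4, 31963492 to 32023470), 106 counts on the HFHS diet stood against 4 on SD. This is a fold change of 45.1 with an interval from 17.1 to 169.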

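*Tlr4* (chromosome 4 of GRCm38, 66827551 to 66846581) had 63 counts in CD4+CD25-CD44 low+int T cells on the HFHS diet, or 28.6 normalized reads, and 5 counts on SD. Its fold change was 21.5 with an interval from 8.73 to 68.4. From the rise in *Cxcr3*, *Ccl5* and *Ccr4* and the fall in *Ccr7* and *S1pr1*, the paper reasons that the HFHS diet favors recruitment of T cells to the hypothalamus and their retention there. It takes the rise in *Pi3kγ*, *Mtor*, *Map3k7* and *Tlr4*, beside its flow cytometry, as evidence that the diet enhances the activation of these T cells.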

The expression of *Tlr4* has been linked to CNS inflammation^51^ although until now reports have largely focused on innate immune cells.

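*Tbx21* (chromosome 11 of GRCm38, 97098007 to 97115331), which encodes T-bet, had 39 counts in CD4+CD25-CD44 low+int T cells on the HFHS diet and 2 on SD, so it was at least 22.1-fold higher. Its 17.7 normalized reads on the HFHS diet stayed under the minimum for a regulated gene, which it passed with size factors over the 2 libraries compared, at 53.3 normalized reads. *Cd226* (chromosome 18, 89176954 to 89272232) had 1382 counts on the HFHS diet and 233 on SD. Its fold change was 10.1 with an interval from 8.79 to 11.7.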

The immune activation profile of hypothalamic CD4^+^T cells of mice exposed to the HFHS diet revealed Th1 characteristics as evidenced by upregulation of *Tbx21* (T-bet), *Cxcr3* and *Cd226*, a profile which has been found to be specifically expressed in Th1 inflammatory T cells^52^ (Fig. 3c, e). 

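In CD4+ T cells, 4764 genes had enough reads to be called in both comparisons, HFHS diet against SD and *ob*/*ob* against WT mice. Of these, 2372 were regulated in both, 1097 of them in the same direction (754 higher and 343 lower) and 1275 in opposite directions. Directions shuffled among genes of similar expression, in 20 bins, gave 1004 genes in the same direction on average, with 95% of 10000 such lists between 933 and 1075. None of the 10000 lists reached 1097. The shuffling treats genes as independent and each group had 1 library, so it cannot decide whether the 2 comparisons share an effect. *Cxcr6* (chromosome 9 of GRCm38, 123806477 to 123811754) had 4249 counts in *ob*/*ob* and 5 in WT mice, a fold change of 109 with an interval from 46.7 to 336, and was 8.52-fold higher on the HFHS diet, with an interval from 7.66 to 9.49. *Cd226* was at least 17.2-fold higher in *ob*/*ob* mice, with 402 counts against 2. For *Irak1* (chromosome X, 74013914 to 74023921), 65 counts against 1 gave a fold change of at least 2.78, and the HFHS diet one of 4.92 with an interval from 4.02 to 6.07. *Ifng* (chromosome 10, 118441046 to 118445894) had 70 counts in *ob*/*ob* and 35 in WT mice, which after normalization is a fold change of 0.257 with an interval from 0.169 to 0.397. On the HFHS diet, *Ifng* was 1.74-fold higher with an interval from 1.14 to 2.65. All values of *ob*/*ob* mice here compare with the WT CD4+CD25- library, which held transcripts of *Foxp3* and *Ikzf2*. That library also had 0 counts of *Xist* and 211 of Y-linked genes, although its label gives female mice.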

The comparison of gene expression profiles in hypothalamic CD4^+^T cells from *ob/ob* mice revealed an overlap in regulation, and likewise pointed toward a Th1-mediated inflammatory setting indicated by upregulation of *Cxcr6*, *Ifng, Cd226* and *Irak1* (VENN diagram of regulated genes within immunological terms in Fig. 3h, VENN diagram of all regulated genes in Supplementary Fig. 3e, overview in Supplementary Fig. 5c).

To confirm the results of the RNA-seq experiment, we analyzed the gene expression of FACS-sorted CD4^+^CD25^−^Foxp3GFP^−^CD44^low+int^ T cells from mouse brains exposed to standard vs HFHS diet in an independent sample set by quantitative real-time qPCR (Fig. 3g). *Ccr7* and *Cd226* expression showed a trend towards an increase upon exposure to HFHS diet, while *Cxcr3* and *Ifng* expression were significantly increased and thus, confirmed the Th1 polarization of CD4^+^T cells isolated from mouse brains upon hypercaloric challenge. 

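For the second sequencing experiment, the files hold 59 libraries, of which 29 are from activated conventional T cells and 30 from Tregs. The activated conventional T cells come from the hypothalamus and the rest of the brain of Balb/c and C57Bl/6J mice on SD or HFHS diet, with 3 or 4 libraries per group. According to the paper, each library holds cells of 5 pooled mice; the numbers in the labels of some pools, such as 77_80 and 15_21, do not span 5. The authors quantified reads with Salmon and deposited estimated counts and TPM for 35034 transcript names in each library. Estimated counts were summed here over the names of a gene, which gave 24530 features, and rounded. In the hypothalamus, the totals ran from 13196689 to 19599729 with a median of 18753066 on the HFHS diet and from 15396292 to 20538309 with a median of 17874054 on SD. In the rest of the brain, the medians of the groups lay between 18340889 and 22806577. Diets were compared with edgeR's quasi-likelihood test on counts normalized by TMM, within one tissue and with strain as a term, over genes with more than 10 counts in at least as many libraries as the smallest group has. P-values were adjusted by the Benjamini-Hochberg method. The Balb/c mice were female and the C57Bl/6J mice male, so that strain is confounded with sex. *Xist* had more than 3 counts in 27 of the 28 Balb/c libraries, and in 7 of the 31 C57Bl/6J libraries, where its highest level was 1.84 CPM. Y-linked genes had more than 3 counts in all 31 C57Bl/6J libraries, and in 3 of the 28 Balb/c libraries, where their highest level was 0.286 CPM. The libraries that share a cell type, a tissue, a strain and a diet have different pool labels, but the numbers in some overlap, as in 67_71 and 67_66 or 15_21 and 16_20, and no batch is named in the labels.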

In another sequencing experiment, we compared FACS-sorted activated conventional T cells (gated as CD4^+^CD25^−^Foxp3GFP^−^CD44^high^CD62L^low^) from brains and hypothalami of standard diet vs HFHS diet mice (Supplementary Fig. 4a–g) to see, if the hypercaloric challenge induces phenotypic differences in the activated conventional CD4^+^ T-cell subset. 

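The gene sets of MSigDB were not used here, and 97 genes of the S and G2/M phases of the cell cycle were tested in their place. In activated conventional T cells of the hypothalamus, with both strains in a single fit, 96 of these genes had enough counts, and 79 were higher on the HFHS diet than on SD. Their mean log2 fold change was 1.24 and their median 0.70, and 14 had an unadjusted p-value under 0.05. By fgsea, with genes ranked by the signed square root of edgeR's F statistic, the list had a normalized enrichment score of 3.03 (permutation of genes, p = 1.75e-20). Tests that allow for the correlation between genes gave p = 0.0461 with fry and p = 0.0381 with camera and its estimated correlation of 0.221, against p = 1.09e-14 with camera's preset correlation. The mean over the list of log2(CPM + 1) in Balb/c mice was 4.92 ± 0.306 (SD, n = 4 libraries) on the HFHS diet and 4.40 ± 0.785 (SD, n = 4) on SD. In C57Bl/6J mice it was 4.27 ± 1.06 (SD, n = 4) on the HFHS diet and 3.34 ± 0.128 (SD, n = 4) on SD. The Balb/c library on SD from pool 06_10 had 3.28, and the others of its group 4.52 to 5.09. The Balb/c libraries on the HFHS diet had 4.64 to 5.20, so the difference in Balb/c mice rests largely on that pool. Within strains, the 2 diets differed by 0.72 on this scale (exact two-sided permutation test, p = 0.0408), and the p-value adjusted over the 12 such comparisons made was 0.163. Neither strain alone passed that test, with exact p = 0.229 in Balb/c mice and exact p = 0.143 in C57Bl/6J mice. The mean log2 fold change of the list was 0.45 in Balb/c mice alone and 0.86 in C57Bl/6J mice alone. Over the 8 alternatives it ran from 0.45, in Balb/c mice alone, to 1.80, with the G2/M genes alone, and without the library of C57Bl/6J mice on the HFHS diet from pool 06_10 it was 0.80. In the rest of the brain, 30 of 95 genes of the list were higher on the HFHS diet, with a mean log2 fold change of −0.59 and an enrichment score of −1.73 (permutation of genes, p = 0.000564, but p = 0.337 with fry). The difference between the tissues in the effect of the diet, tested as an interaction, had a mean log2 fold change of 1.46 and an enrichment score of 2.64 (permutation of genes, p = 3.14e-14, but p = 0.0367 with fry).

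**Figure D1:**
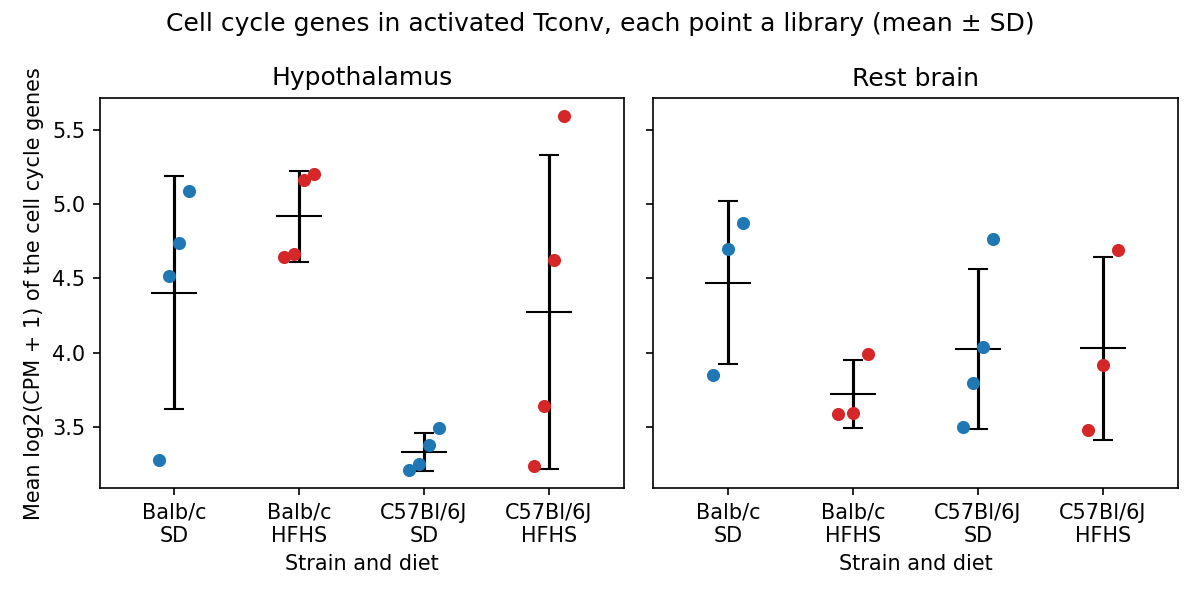
Mean log2(CPM + 1) of the cell cycle genes in activated conventional T cells, by strain and diet, in the hypothalamus and the rest of the brain. Each point is a library, in blue for SD and in red for HFHS diet, and the bars give the mean and the SD of each group. In the hypothalamus, the C57Bl/6J libraries lie between 3.21 and 3.49 on SD and between 3.24 and 5.59 on the HFHS diet. The Balb/c libraries there lie between 3.28 and 5.09 on SD and between 4.64 and 5.20 on the HFHS diet.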

Here, gene set enrichment analyses (GSEA) revealed that this very defined T-cell subset undergoes proliferation (gene sets related to cell cycle were enriched, see Supplementary Fig. 4h, i) in response to HFHS diet. The expansion of this T-cell subset is in line with our cellular analyses performed by flow cytometry (Fig. 2m). Phenotypically, we did not identify major significant changes in response to hypercaloric challenge (Supplementary Fig. 4a–d, h).

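Among 10875 genes tested in activated conventional T cells of the hypothalamus, 0 differed between the diets at an adjusted p-value under 0.05, and 406 had an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.249. In the rest of the brain, 0 of 12287 genes differed, with 591 at an unadjusted p-value under 0.05. Fits of a single strain also called 0 genes, with 418 unadjusted p-values under 0.05 in Balb/c and 199 in C57Bl/6J mice in the hypothalamus and 1373 and 470 in the rest of the brain. Of the alternatives set before the data were examined, DESeq2's Wald test moved these counts most, and called 16 genes in the hypothalamus and 12 in the rest of the brain with both strains together, 48 and 582 in Balb/c mice and 14 and 23 in C57Bl/6J mice. In simulated counts with the spread of the hypothalamic libraries, where 200 genes changed 4-fold, edgeR called 49% of them with 4 false calls, and DESeq2 63% with 65 false calls. Of the 37 genes the paper names for conventional T cells, 36 were tested in the hypothalamus. Adjusted over the list alone, 1 of them had a p-value under 0.05, *Itga4*, and 0 did over all genes tested. *Itga4* was higher on the HFHS diet, with a log2 fold change of 0.62, a standard error of 0.158 and a p-value of 0.0333 in edgeR's test adjusted over the list alone. This direction is opposite to that of the pilot experiment, where *Itga4* was lower on the HFHS diet. Over the 500 most variable genes of the 29 libraries, strain accounted for 29.2% of the variance, tissue for 14.3% and diet for 2.54%. Of 1000 shuffles of the diets, 446 gave a share as high. From the enriched cell cycle gene sets and the lack of other changes, the paper concludes that these cells proliferate in response to the HFHS diet without major phenotypic changes. It also relates the expansion of this subset to its flow cytometry, which was not analysed here.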

### Transcriptome of hypothalamic CD4^+^CD25^+^Foxp3^+^Tregs reveals diet-induced immune activation

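*Adam10* (chromosome 9 of GRCm38, 70678944 to 70780229) had 3280 counts in Tregs of the hypothalamus on the HFHS diet and 2 on SD, so that it was at least 910.2-fold higher. It belongs to the 2672 genes called in Tregs for which 1 library had 3 counts or fewer.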

CD4^+^CD25^+^Foxp3GFP^+^Tregs purified from the hypothalami of mice exposed to the HFHS diet had upregulated migratory characteristics and T-cell recruitment such as *Adam10* (Fig. 3d). In addition, there was increased expression of *Rock1* and *Irak1* in Treg populations, genes which in turn mediate activation and promote inflammatory profiles. 

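*Rock1* (chromosome 18 of GRCm38, 10064401 to 10182251) had 2038 counts in Tregs on the HFHS diet and 174 on SD. Its fold change was 9.75 with an interval from 8.35 to 11.4, and it was 7.12 when counts were scaled to CPM. *Irak1* had 165 counts in Tregs on the HFHS diet and 2 on SD, at least 45.8-fold more after normalization.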

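*Irf1* (chromosome 11 of GRCm38, 53770014 to 53778374) had 433 counts in Tregs on the HFHS diet and 46 on SD. This is a fold change of 7.84 with an interval from 5.77 to 10.9. In the same libraries, *Foxp3* had 90.7 CPM on the HFHS diet and 75.3 CPM on SD.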

*Irf1* expression was also upregulated, indicating repressed Foxp3 expression^53^. High levels of *Mtor* expression in Tregs reflect their high-glycolytic activity and a short-lived effector Treg phenotype^54^. Furthermore, upregulation of *Tnfrsf14* expression^55^ in Tregs from HFHS diet-exposed animals might support impaired Treg suppressive function (Fig. 3e). In addition, the second most highly upregulated transcript in CD4^+^CD25^+^Foxp3GFP^+^Tregs from HFHS-fed mice is *Il7r*. Accordingly, previous work showed that memory Tregs do require IL-7 for their maintenance in the skin^56^. Therefore, this concept could suggest that upon exposure to HFHS diet the upregulation of *Il7r* could constitute rather a compensatory mechanism to safeguard their maintenance during hypercaloric challenge. 

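In Tregs, *Mtor* had 127 counts on the HFHS diet and 2 on SD, so that it was at least 35.2-fold higher.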

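*Tnfrsf14* (chromosome 4 of GRCm38, 154918487 to 154928620) had 592 counts in Tregs on the HFHS diet and 7 on SD, a fold change of 70.4 with an interval from 34.0 to 176. From its higher expression, the paper raises the possibility that the suppressive function of these Tregs is impaired; that function was not analysed here.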

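*Il7r* (chromosome 15 of GRCm38, 9506159 to 9529941) had 2964 counts in Tregs on the HFHS diet and 93 on SD, a fold change of 26.5 with an interval from 21.6 to 32.98. By fold change it ranked 2 among the 15 genes above 1 in Fig. 3f, after *Leprot*. It ranked 3 among the genes with more than 20 normalized reads in both libraries, and 1804 among all genes with more than 20 in at least 1 of them. The last rank is uncertain, as 60.9% of the regulated genes had 3 counts or fewer in 1 library, where the fold change is only bounded.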

On the contrary, recent findings revealed that the upregulation of IL-7Rα expression strongly interfered with IL2 receptor signaling in Treg cells by competing for the common γ-chain, accompanied by blunted downstream Stat5 phosphorylation^57^. These results could indicate a reduced proliferative potential of Tregs in response to HFHS diet based on high levels of *Il7r* expression due to reduced IL2 receptor signaling. (Overlap in regulation in CD4^+^CD25^hi^T cells from *ob/ob* mice is outlined in Fig. 3i and in Supplementary Fig. 3d).

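In CD25++ T cells, 3358 genes had enough reads to be called both on the HFHS diet and in *ob*/*ob* mice, and 2277 were regulated in both. The direction was the same for 1004 of them, 378 higher and 626 lower, and opposite for 1273. Shuffled directions gave 1016 genes on average, with 95% of the lists between 925 and 1094, and 7138 of 10000 lists reached 1004. *Il7r* had 250 counts in *ob*/*ob* and 136 in WT mice, a fold change of 28.7 with an interval from 23.2 to 35.7, and 98.1 when counts were scaled to CPM. Of the 15 genes above 1 in Fig. 3f, 6 were higher in *ob*/*ob* mice; *Leprotl1* and *Lamtor5* had fold changes of 0.444 and 0.322, but 1.52 and 1.10 with CPM. All of these values compare with the WT library that had few T-cell transcripts.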

### Foxp3^+^Tregs reduce diet-induced hypothalamic immune activation of macrophages and microglia

To dissect the functional role of Foxp3^+^Tregs in regulating diet-induced hypothalamic immune activation we first focused on alterations in immune responsiveness of macrophages and microglia. Specifically, CD45^hi^CD11b^+^ cells are commonly addressed as macrophages of the perivascular and subarachnoid compartments^23,58,59^, whereas CD45^int^CD11b^+^-expressing cells are considered as microglia, which originate from yolk sac-derived macrophage progenitors and populate the brain parenchyma during prenatal development^60,61^. We found that short-term exposure to the HFHS diet (1 week) promotes a distinct increase in infiltrating macrophages (Fig. 4a, b), thereby amplifying innate immune responsiveness.

**Fig. 4:**
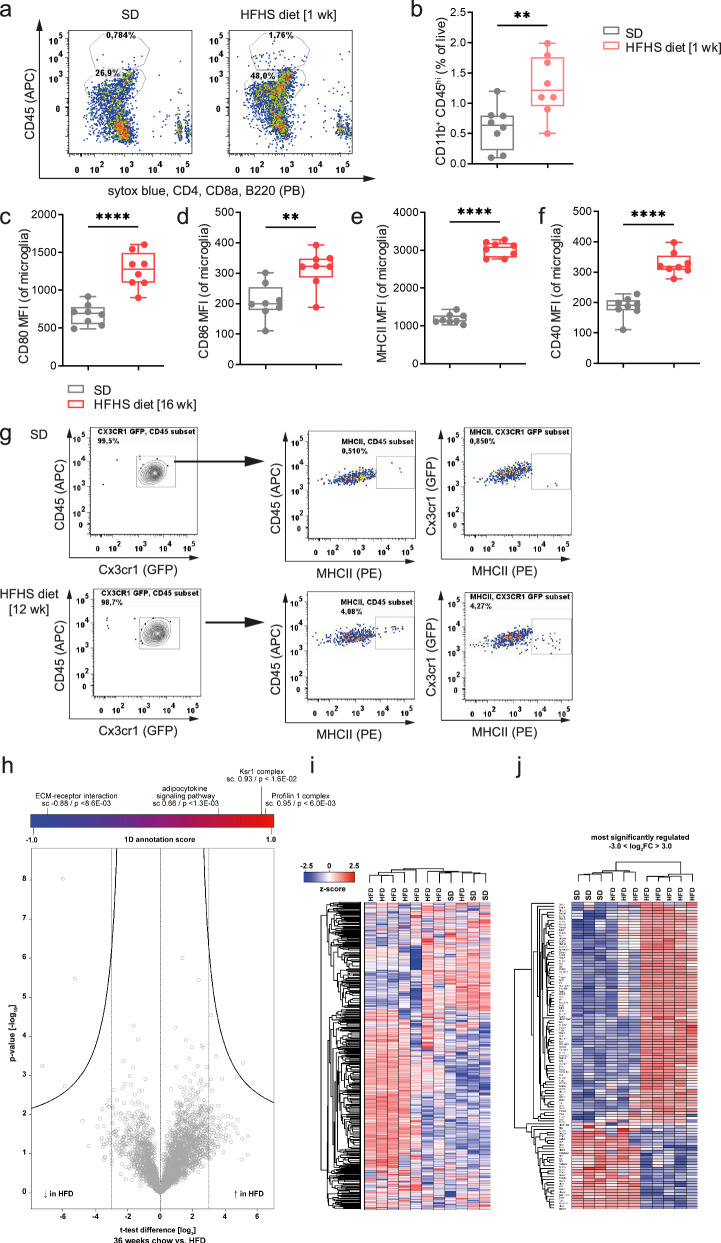
A high-calorie diet promotes immune activation of microglia and infiltrating macrophages. **a** Representative FACS plots for CD45^int^CD11b^+^ microglia and CD45^hi^CD11b^+^ infiltrating macrophages in brains from Foxp3GFP Balb/c reporter mice fed the standard or the HFHS diet. **b** Frequencies of CD45^hi^CD11b^+^ macrophages after 1 week of HFHS diet. Depicted are Box-and-whisker plots (min-to-max values with single data points), *n* = 8 from two independent experiments. Two-tailed unpaired *t* test; *P* = 0.0064. **c**–**f** Analyses of MHCII expression and costimulatory markers (CD80, CD86 and CD40) on CD45^int^CD11b^+^ microglia of Foxp3GFP Balb/c mice fed a standard or HFHS diet for 16 weeks. Depicted are Box-and-whisker plots (min-to- max values with single data points), *n* = 8 biological replicates from two independent experiments. Two-tailed unpaired *t* test; *P*(CD80) < 0.0001; *P*(CD86) = 0.0028; *P*(MHCII) < 0.0001; *P*(CD45) < 0.0001. **g** Representative FACS plots for MHCII expression on hypothalamic microglia of Cx3cr1^GFP^ reporter mice exposed to standard or HFHS diet for 12 weeks. **h**–**j** Volcano plot (**h**) of the pairwise comparison between proteomes of CD45^int^CD11b^+^Cx3cr1GFP^+^ microglia fed a standard diet or exposed to the HFHS diet for 36 weeks. Expression fold changes (t-test difference, log_2_) were calculated and plotted against the *t* test *P* value (–log_10_). 1D annotation enrichment for the most enriched or depleted annotation term (Corum, GOBP, GOCC, GOMF, KEGG, Pfam) is depicted on top of the volcano plot including the Benjamini–Hochberg-corrected false-discovery rate. **i** All proteins quantified in the total proteome analysis were grouped using unsupervised hierarchical clustering of the z-scored MaxLFQ-intensities across the indicated experimental groups. **j** Most significantly regulated proteins of **i** were grouped using unsupervised hierarchical clustering of the z-scored MaxLFQ-intensities across the indicated experimental groups. Source data are provided as a Source Data file. **P < 0.01; ****P < 0.0001.

Moreover, under physiological conditions, microglia have low expression of the major histocompatibility complex class II (MHCII)^62^. The mean fluorescent intensity (MFI) for MHCII of microglia purified from the brains of mice exposed to the HFHS diet significantly increased in response to high-caloric challenge (Fig. 4e), reflecting an increase in MHCII molecules present on the surface per cell. After exposure to the HFHS diet, flow cytometric analyses revealed an increase in MHCII expression to intermediate levels. These MHCII levels were significantly higher when compared to those from mice exposed to a standard diet (Supplementary Fig. 6a–e). Similarly, the MFI of costimulatory markers such as CD80/86 and CD40 was significantly enhanced by the high-caloric challenge (Fig. 4c–f). Likewise, frequencies of CD80^high^- and CD86^high^-expressing microglia increased upon high-caloric feeding (Supplementary Fig. 6f, g). This increased innate immune responsiveness in response to HFHS diets was confirmed by analyses which demonstrated enhanced numbers of MHCII/CD80 and MHCII/CD86 double-positive microglia (Supplementary Fig. 6h, i) thereby underlining their potential role as functional antigen-presenting cells.

To validate MHCII expression within microglial cells we next used Cx3cr1^GFP^ reporter mice. While Cx3cr1 expression alone is not sufficient to distinguish the resident microglial population from infiltrating mononuclear phagocytes or perivascular, meningeal or choroid plexus macrophages^63–65^, the combination with flow cytometric analysis of intermediate levels of CD45 and CD11b^+^ refines the microglia population. Accordingly, we characterized CD45^int^CD11b^+^Cx3cr1GFP^+^ cells from the brains of Cx3cr1^GFP^ reporter mice subjected to 12 weeks of HFHS diet or maintained on standard diet. Exposure to the HFHS diet distinctly enhanced the percentages of CD45^int^CD11b^+^Cx3cr1GFP^+^MHCII^high^ cells when compared to animals on the standard diet (Fig. 4g).

Moreover, immunofluorescence analyses of brains for MHCII and Iba1 not only showed the well described increase in Iba1 staining intensity in mice exposed to a HFHS diet, but confirmed levels of microglial MHCII expression, especially within the choroid plexus, median eminence and tissue near to meninges (Supplementary Fig. 6k).

Next, to further link diet-induced innate immune activation of glial cells with local T cells, we employed quantitative, high-resolution mass spectrometry (MS)-based proteomics^66^. We purified microglia from animals exposed to various durations of HFHS diet to dissect their phenotypes and immune activation. Specifically, we isolated CD45^int^CD11b^+^Cx3cr1GFP^+^ from brains of Cx3cr1^GFP^ reporter mice subjected to 36 weeks of HFHS or standard diet. First, we pairwise compared the proteomes between standard and HFHS-diet microglia (Fig. 4h and post-sort purity in Supplementary Fig. 6j). In silico 1D annotation enrichment of the quantitative proteome differences^67^ identified the adipocytokine signaling pathway (involving proteins including Pck2, Prkag1, Acsl1, Nfkb1, Rela, Mtor, Prkab1 and Stat3) as one of the most enriched annotation terms (Corum, GOBP, GOCC, GOMF, KEGG, Pfam, Fig. 4h) in microglia of mice exposed to the HFHS diet (*P* < 1.3 × 10^−3^). Next, we grouped all proteins quantified in the total proteome analysis using unsupervised hierarchical clustering of the z-scored MaxLFQ-intensities across the indicated groups (microglia HFHS diet vs. microglia standard, Fig. 4i). Upon exposure to the HFHS diet, the phenotype of microglia indicated immune activation (upregulation of innate immune responses, *P* = 6.47 × 10^−28^; e.g., Hspd1, Rps6ka3, Mapkapk2, Mapkapk3, Sin3a and Pik3ap1). Moreover, pathway analyses for HFHS-diet microglia revealed upregulation of proteins related to glial cell differentiation (*P* = 1.44 × 10^−8^; including Cnp, Nfia or Gap43), glial cell development (*P* = 1.44 × 10^−8^; e.g., Itgam and Plp1), type-2 diabetes (*P* = 1.5 × 10^−16^; e.g., Mapk1, Hk1, Hk2, Pkm, Mapk3, Mtor and Pik3cd), the insulin-signaling pathway (*P* = 3.22 × 10^−36^; e.g., Mapk1, Hk1, Fasn, Ppp1cb, Hk2, Kras, Hras) and Alzheimer’s disease (*P* = 1.41 × 10^−58^; e.g., Ndufs2, Ndufs1, Mapk1, Uqcr10, Atp5o, Atp5e, Ndufa5, Atp5f1 and Atp5a1). In addition, the most prominently regulated proteins as outlined in Fig. 4h were grouped using unsupervised hierarchical clustering (Fig. 4j). Thus, having received a hypercaloric challenge followed by diet-induced obesity, microglia enter a reactive state of immune activation, thereby promoting local immune activation that might also impact neighboring cells such as neurons.

### Loss of Treg function exacerbates diet-induced immune activation in the hypothalamus

Next, to underline the contribution of Foxp3^+^Tregs in regulating hypothalamic immune responsiveness we used a set of loss-of-function experiments. First, Tregs were depleted using established procedures involving anti-CD25 depleting antibodies^44,68^ (the experimental setup is outlined in Supplementary Fig. 7a). mCD25 antibodies applied *i.p*. resulted in successful peripheral and hypothalamic Treg depletion (Supplementary Fig. 7b, c). Importantly, peripheral Treg depletion was sufficient to promote a distinct immune activation in hypothalamus-residing microglia (Fig. 5a–f) and infiltrating macrophages of both C57Bl/6J and Balb/c mice (Fig. 5g–i). Specifically, 1 week after Treg depletion, microglia from hypothalami of mice fed a standard diet had increased costimulatory markers (CD80 and CD86, C57Bl/6J mice, Fig. 5b) and enhanced antigen-presenting potential as evidenced by higher MHCII expression when compared to control mice (Fig. 5c).

**Fig. 5:**
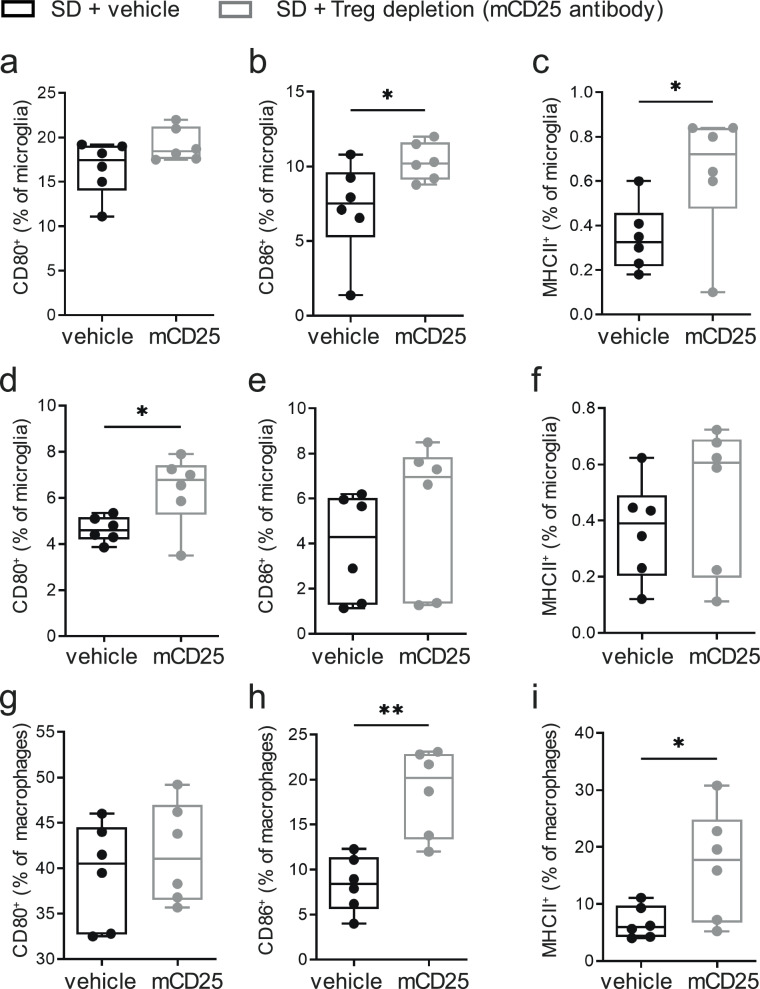
Treg loss-of-function experiments reflect their impact in lowering diet-induced hypothalamic immune activation. **a**–**f** Analyses of frequencies of CD80^+^, CD86^+^, and MHCII^+^ cells in CD45^int^CD11b^+^ microglia of **a**–**c** C57Bl/6J or **d**–**f** Balb/c mice on standard diet examined 2 weeks after Treg depletion using mCD25 antibodies. Depicted are Box-and-whisker plots (min-to-max values with single data points). *n* = 6 biological replicates from two independent experiments. Two-tailed unpaired *t* test, *P*(**a**) = 0.1054; *P*(**b**) = 0.0499; *P*(**c**) = 0.0491; *P*(**d**) = 0.0292; *P*(**e**) = 0.3581; *P*(**f**)= 0.3513. **g**–**i** Identification of frequencies of CD80^+^, CD86^+^, and MHCII^+^ cells in CD45^hi^CD11b^+^ macrophages of C57Bl/6J mice on standard diet examined 2 weeks after Treg depletion using mCD25 antibodies. Depicted are Box-and-whisker plots (min-to-max values with single data points). Two-tailed unpaired *t* test, *P*(**g**) = 0.4956; *P*(**h**) = 0.0013; *P*(**i**) = 0.0326. Source data are provided as a Source Data file. *P < 0.05. **P < 0.01.

In a second set of loss-of-function experiments, we used Foxp3 DTR+ vs Foxp3 DTR- mice^69^ and Tregs were depleted upon administration of diphtheria toxin in Foxp3 DTR+ mice (DTX, *i.p.*) (Fig. 6, scheme in Supplementary Fig. 7d; Exemplary stainings upon successful depletion of peripheral and hypothalamic Tregs are presented in Supplementary Fig. 7e, f). Next, in Treg-depleted Foxp3 DTR+ mice, 1-week exposure to the HFHS diet promoted a significantly stronger immune activation as indicated by frequencies and phenotypes of infiltrating macrophages (Fig. 6a, b), the activation status of microglia and macrophages (Fig. 6c–j).

**Fig. 6:**
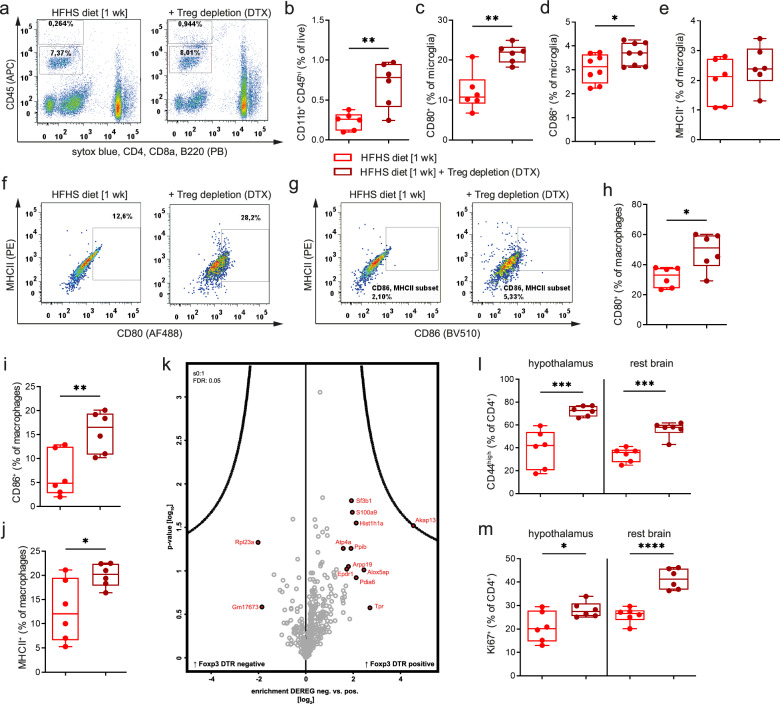
Loss of Foxp3^+^Tregs enhances diet-induced hypothalamic immune activation. Tregs were depleted using *i.p.* administration of diphtheria toxin (DTX) in Foxp3 DTR mice. **a** Representative FACS plots for macrophages and microglia after maintenance on the HFHS diet for 1 week with or without Treg depletion using Foxp3 DTR mice and ablation with DTX. **b** Quantification of CD45^hi^CD11b^+^ infiltrating macrophages. Data are depicted as box-and-whisker plots (min-to-max values with single data points). *N* = 6 biological replicates. Two-tailed unpaired Student’s *t* test with *P* = 0.0040. **c**–**e** Immune activation of CD45^int^CD11b^+^ microglia as seen from CD80^+^, CD86^+^ and MHCII^+^ expressing cells. Data are depicted as box-and-whisker plots (min-to-max values with single data points). *N* = 6−8 biological replicates. **f**–**j** Representative FACS plots and quantification of immune activation in infiltrating macrophages as seen from CD80^+^, CD86^+^ and MHCII^+^ expressing cells. Data are depicted as box-and-whisker plots (min-to-max values with single data points). *N* = 6 biological replicates. **k** Volcano plot of proteome analysis of FACS-sorted CD45^int^CD11b^+^ microglia from Foxp3 DTR mice without (*n* = 4) or with (*n* = 6) DTX-mediated Treg depletion exposed to 2 weeks HFHS diet. **l**, **m** Activation status and proliferative capacity of brain-residing CD4^+^T cells (1 week HFHS diet) with or without DTX-mediated Treg depletion. *n* = 4–6 biological replicates per group from two independent experiments. Depicted are Box-and-whisker plots (min-to-max values with single data points). Two-tailed unpaired *t* test, *P*(**b**) = 0.0040; *P*(**c**) = 0.0014; *P*(**d**) = 0.0440; *P*(**e**) = 0.3135; *P*(**h**) = 0.0124; *P*(**i**) = 0.065; *P*(**j**) = 0.0272; *P*(**l**, hypothalamus) = 0.0008; *P*(**l**, rest brain) = 0.0001; *P*(**m**, hypothalamus) = 0.0346; *P*(**m**, rest brain) <0.0001; Source data are provided as a Source Data file. *P < 0.05; **P < 0.01; ****P < 0.0001.

To further dissect the role of Foxp3^+^Tregs in impacting microglial immune responsiveness and function we performed proteomic analyses of microglia purified from Foxp3 DTR mice with or without Treg depletion based on DTX application and a short challenge of HFHS diet. Accordingly, we isolated CD45^int^CD11b^+^ microglia from the brains of Foxp3 DTR mice 1 week after Treg depletion. First, we pairwise compared the proteomes between microglia from Treg-depleted (Foxp3 DTR+) and Treg competent (Foxp3 DTR-) animals exposed to the HFHS diet for 2 weeks (Fig. 6k). In silico 1D annotation enrichment of the quantitative proteome differences identified a mild upregulation of pathways involved in activation of immune responses, antigen processing and presentation, innate and inflammatory immune effector processes, positive activation of NFκB transcription factor activity, Alzheimer’s disease and Parkinson’s disease. On an individual protein level, we found the A kinase-anchoring molecule 13 (Akap13) to be most prominently enriched in microglia from Treg-depleted animals (*P* = *0.0301*). Akap13 has been reported to be involved in the regulation of TLR2-mediated microglia activation, and Akap13 was also suggested to function as an incipient Alzheimer’s disease-related gene^70^.

In line with these findings, following Treg depletion and exposure to the HFHS diet, mice also had enhanced local T-cell activation in other parts of the brain. Moreover, Treg depletion in Foxp3 DTR+ mice exposed to the high-caloric challenge resulted in an increase in hypothalamus-residing activated CD44^hi^CD4^+^T cells (Fig. 6l) that was accompanied by enhanced CD4^+^T-cell proliferation in the hypothalamus (Fig. 6m).

### Gain of Treg function in the hypothalamus reduces immune activation and improves metabolic impairments upon hypercaloric feeding

Next, to mechanistically dissect the functional role and ability of Foxp3^+^Tregs in regulating diet-induced hypothalamic immune activation and to define the resulting impact on systemic metabolism, we performed a series of in vivo gain-of-function experiments. First, we employed specific Treg expansion with anti-IL2/IL2 antibody complexes^71^ followed by exposure to HFHS diet. Specifically, 6 μg anti-IL2/IL2 antibody complexes were injected *i.p*. on 3 consecutive days in C57Bl/6J mice, and the HFHS diet was started at the peak of Treg expansion at day 5 (Fig. 7, the experimental scheme is provided in Supplementary Fig. 8a). The expansion was maintained by *i.p*. injections twice a week. Control mice received vehicle followed by HFHS diet application. Of note, local Treg expansion resulted in a significant decline in HFHS-diet-induced *Ccl5* expression in the hypothalamus (Fig. 7d), highlighting the anti-inflammatory features of local Tregs. Similarly, *Ccl5* and related NFκB targets showed trends toward a reduction in remaining parts of the brain of mice receiving specific Treg expansion together with reductions in NFκB-related genes as *RelB*, *cRel* and *Tnfa* (Supplementary Fig. 8c). Importantly, to link reduced local inflammation upon Treg expansion with systemic metabolic readouts, we assessed body weight and fat mass. Specific Treg expansion fostered a significant reduction in body weight and fat mass gain in response to HFHS diet (Fig. 7c, e). Next, we performed a series of *i.p.* glucose tolerance tests to further define the impact of Treg expansion on systemic energy metabolism. Here, Treg gain-of-function supported a significantly improved glucose tolerance following 4 vs. 8 weeks of HFHS diet (Fig. 7f, g).

**Fig. 7:**
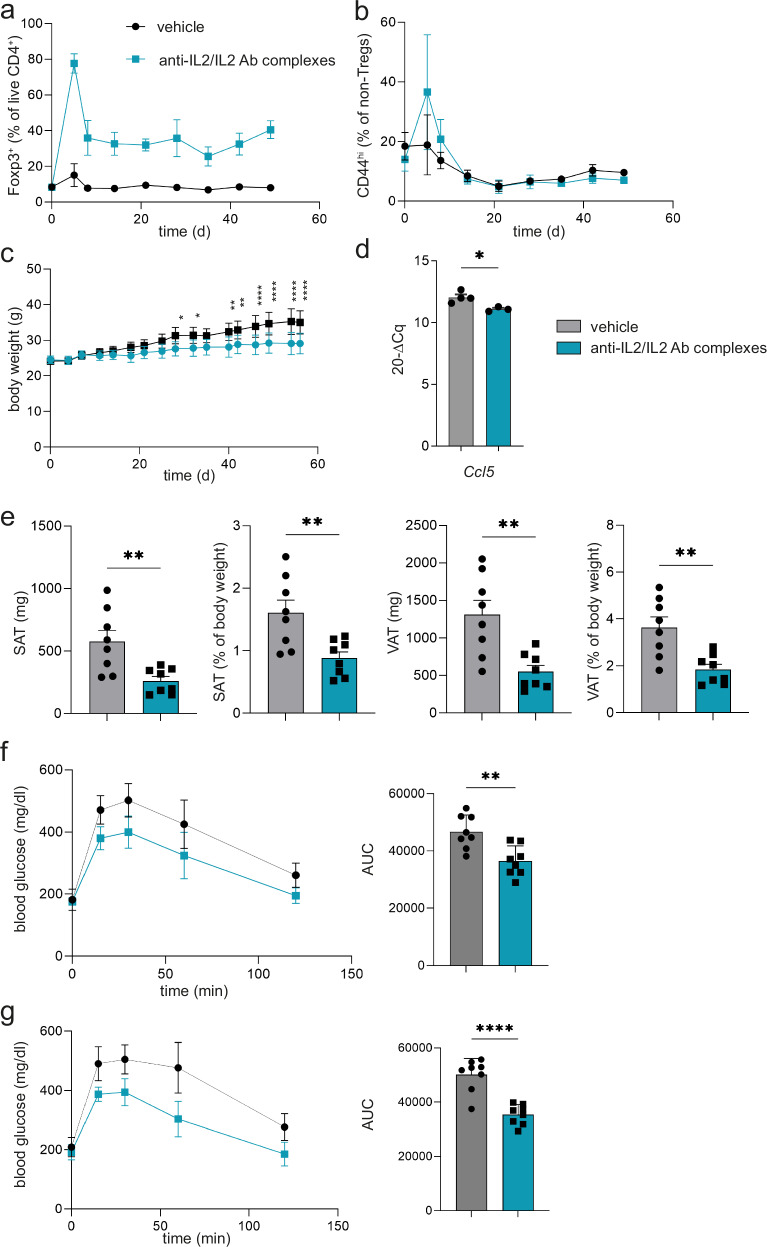
In vivo Treg expansion by anti-IL2/IL2 antibody complexes improves metabolic indices in mice fed a HFHS diet. **a**, **b** Treg frequencies (**a**) and activation of non-Tregs (**b**) analyzed by flow cytometry in peripheral blood upon Treg expansion using anti-IL2/IL2 antibody complexes. *N* = 9 biological replicates per group. Mean ± SD. Two-way RM ANOVA with Šidák post hoc test, exact *P* values are provided in the Source Data file. **c** Corresponding body weight curves from (a). *n* = 9 per group. Mean ± SD. Two-way RM ANOVA with Šidák post hoc test. Exact *P* values are provided in the Source Data file. **d** *Ccl5* gene expression analysis of hypothalami from (a). Mean ± SEM. Two-tailed unpaired *t* test, *P* = 0.0193. **e** Subcutaneous adipose tissue (SAT) and visceral adipose tissue (VAT) weights at the end of the study represented in grams and % of body weight. Each dot represents a biological replication. Mean ± SEM. Two-tailed unpaired *t* test, *P*(SAT, mg) = 0.0053; *P*(SAT, %BW) = 0.0064; *P*(VAT, mg) = 0.0027; *P*(VAT, %BW) = 0.0026. **f**, **g** ipGTT after 4 weeks (**f**) and 8 weeks (**g**) of Treg expansion. Each dot represents a biological replication. Mean ± SD. Two-tailed unpaired *t* test, *P*(4 weeks) <0.0001; *P*(8 weeks) <0.0001. Source data are provided as a Source Data file. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

In a second experimental setup, we employed established procedures using cold acclimation to foster Tregs^44,45^ (scheme in Supplementary Fig. 8f). One week of cold exposure resulted in a significant increase of hypothalamus-residing Foxp3^+^Tregs (Supplementary Fig. 8g). In the hypothalamus, costimulatory molecules CD80 and CD86 on macrophages were significantly declined in response to cold-induced Treg enhancements (Supplementary Fig. 8i, j), while MHCII expression on macrophages remained unaffected (Supplementary Fig. 8k). Likewise, cold-mediated Treg induction led to a significant decline in CD86 expression on microglia (Supplementary Fig. 8m), while CD80 and MHCII only showed a trend towards a reduction (Supplementary Fig. 8l and S8n).

To validate the relevance of Treg gain-of-function in a third independent experimental setting, we used a direct cellular approach and performed peripheral transfers (*i.v.*) of Foxp3^+^GFP^+^Tregs into C57Bl/6J-recipient mice followed by exposure to the HFHS diet (for scheme see Supplementary Fig. 9a, b). Analyses of hypothalami 2 weeks post-Treg transfer revealed that they had a significant reduction of HFHS-diet-induced hypothalamic immune activation such as local infiltration with macrophages (Fig. 8a, b). Analyses of microglia 2 weeks after Treg transfer in HFHS diet-fed mice indicated reduced immune activation as demonstrated by lower expression of costimulatory markers (CD80 and CD86, Fig. 8c, d). Moreover, hypothalamus-residing CD4^+^T cells in HFHS diet-exposed mice receiving Treg transfers likewise harbored significantly lower states of activation (Fig. 8f–h). In line with the reduced hypothalamic immune activation, Treg transfers supported an improved glucose tolerance (*P* = 0.0531) after 4 and 8 weeks (*P* < 0.0001) of HFHS diet (Fig. 8i, j).

**Fig. 8:**
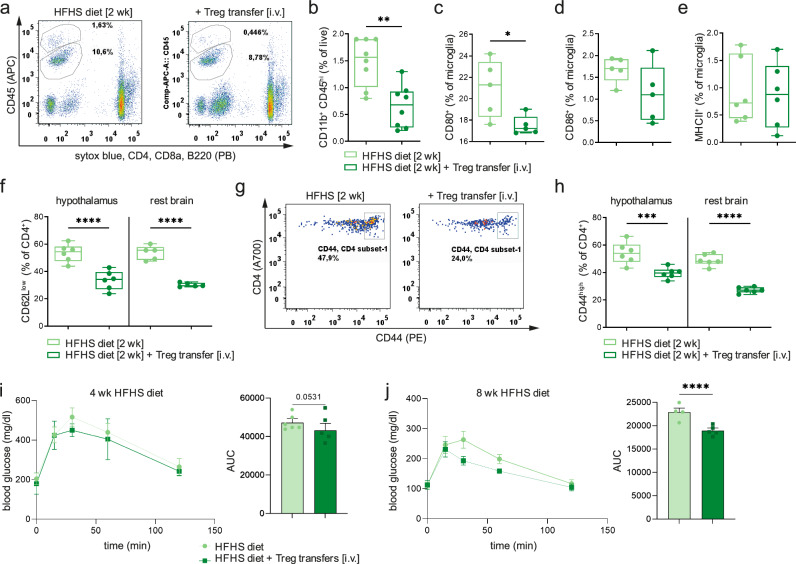
Transferred Foxp3^+^Tregs reduce hypothalamic immune activation induced by the HFHS diet and improve metabolic indices. **a** Representative FACS plots for CD45^int^CD11b^+^ microglia and CD45^hi^CD11b^+^ infiltrating macrophages in brains from C57Bl/6J mice fed the HFHS diet for 2 weeks with or without peripheral Foxp3GFP^+^Treg transfer (*i.v.*). **b** Box-and-whisker plots (min-to-max values with single data points), for the frequencies of infiltrating macrophages of mice. *n* = 8 biological replicates from two independent experiments. Two-tailed unpaired *t* test, *P* = 0.0053. **c**–**e** Identification of frequencies of CD80^+^ (*P* = 0.0256), CD86^+^ (*P* = 0.1207) and MHCII^+^ (*P* = 0.8314) cells in CD45^int^CD11b^+^ microglia. Box-and-whisker plots (min-to-max values with single data points). *n* = 6 biological replicates from two independent experiments. Two-tailed unpaired *t* test. **f** Frequencies of brain-residing CD4^+^CD62L^low^T cells. *n* = 6 biological replicates per group from two independent experiments. Box-and-whisker plots (min-to-max values with single data points). Two-tailed unpaired *t* test, *p*(hypothalamus) = 0.0004; *P*(rest brain) <0.0001. **g**, **h** Representative FACS plots (**g**) for the identification of activated CD4^+^CD44^hi^T cells in mice with or without *i.v.* Treg transfer. **h** Quantification of (**g**). *n* = 6 biological replicates per group from two independent experiments. Box-and-whisker plots (min-to-max values with single data points). Two-tailed unpaired *t* test, *P*(hypothalamus) = 0.0024; *P*(rest brain) <0.0001. **i**, **j** ipGTT of mice fed a HFHSD for 4 weeks (wild-type C57Bl6J, **i**) or 8 weeks (wild-type Balb/c, **j**) that received vehicle or *i.v.* Treg transfers every 2 weeks. *N* = 4–6 biological replicates per group. Mean ± SD. Two-tailed unpaired *t* test, *P*(4 weeks) = 0.0531; *P*(8 weeks) <0.0001. Source data are provided as a Source Data file. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

In a fourth independent experimental approach, we performed bilateral intracerebral (*i.c.*)-transfers of Foxp3GFP^+^Tregs into the hypothalami of Balb/c mice fed the HFHS diet using bilateral injections and stereotactic surgery.

Immunofluorescence and confocal microscopy analyses of *i.c.*-transferred Foxp3GFP^+^Tregs confirmed the successful stereotactic delivery of Tregs directly to the hypothalamus (Fig. 9a). As a cellular control of transfer, control animals received bilateral injections of equal numbers of naive non-activated CD4^+^CD25^−^CD44^−^T cells (for scheme see Supplementary Fig. 9d). After *i.c.* transfer of T cells, Balb/c mice were exposed to HFHS diet for 2 weeks.

**Fig. 9:**
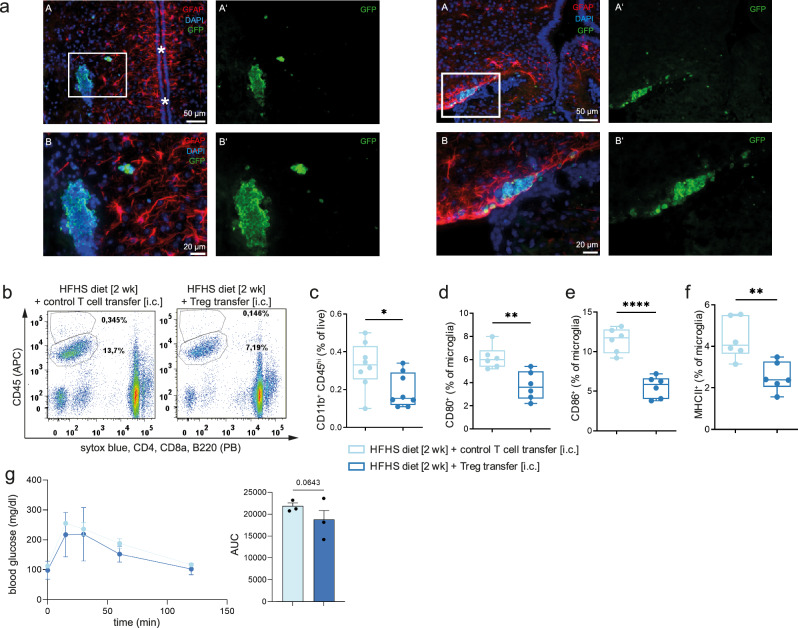
Transferred Foxp3^+^Tregs reduce hypothalamic immune activation induced by the HFHS diet and improve metabolic indices. **a** Localization of transferred CD4^+^CD25^high^Foxp3GFP^+^ Tregs after *i.c.* injection analyzed by fluorescence microscopy. Cryosections were stained for astrocytes (GFAP, red), nuclei (DAPI, blue) and GFP (transferred GFP+ Tregs, green). Localization of the *i.c.* transfer was shown in three independent experiments. Scale bar is 50 µm or 20 µm as indicated. **b** Representative FACS plots for CD45^int^CD11b^+^ microglia and CD45^hi^CD11b^+^ macrophages in brains from Balb/c mice fed the HFHS diet for 2 weeks. Prior to exposure to the HFHS diet, animals received *i.c.* Treg or cellular control transfers. **c**–**f** Frequencies of CD45^hi^CD11b^+^ macrophages (**c**, *P* = 0.0307) and expression CD80^+^ (*P* = 0.0037), CD86^+^ (*P* < 0.0001), MHCII^+^ (*P* = 0.0040) cells in CD45^int^CD11b^+^ microglia (**d**–**f**). *n* = 6 biological replicates from two independent experiments. Box-and-whisker plots (min-to-max values with single data points). Two-tailed unpaired *t* test. **g** ipGTT of mice that received either *i.c.* control T cells or Tregs and were fed a HFHS diet for 2 weeks. Mean ± SD. *n* = 3 biological replicates per group. Two-tailed unpaired *t* test. Source data are provided as a Source Data file. *P* < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

Direct hypothalamic Treg transfers (for FACS sort purity of CD4^+^CD25^+^Foxp3GFP^+^Tregs for transfer, see Supplementary Fig. 9g) resulted in significantly reduced immune activation induced by HFHS diet (2 weeks) as indicated by analyses of frequencies (Fig. 9c) and phenotypes of infiltrating macrophages (Supplementary Fig. 9h–j). Accordingly, mice with hypothalamic Treg transfers showed reduced levels of immune activation as evidenced by lower expression of costimulatory markers (Fig. 9d–f). These findings were confirmed by analyses which demonstrated reduced numbers of MHCII/CD80 and MHCII/CD86 double-positive microglia upon Treg transfer in the presence of a HFHS diet (Supplementary Fig. 9k, l). Of note, direct *i.c.* transfer of Tregs into the hypothalamus supported a clear trend towards improved glucose tolerance (*P* = 0.0643, Fig. 9g) accompanied by trends toward reduced inflammatory NFκB-related genes in the adipose tissue (Supplementary Fig. 9e). These results are in agreement with the other Treg gain-of-function approaches as described above. Taken together, these series of gain-of-function experiments suggest that Tregs in the CNS have the potential to lower diet-induced immune activation and to improve systemic metabolism.

## Discussion

The hypothalamus is recognized as the key region regulating systemic metabolism^1,2^. Accumulating evidence indicates that exposure to calorie-rich diets rapidly promotes pathological neuronal changes, particularly in the hypothalamus, and that these changes might contribute to the development of obesity and diabetes. This neuronal dysfunction, however, is also associated with innate immune activation of microglia and infiltrating macrophages^5^.

In line with our observations, recent studies suggest that the inhibition of microglial activation and expansion can distinctly reduce hypothalamic immune activation in response to a high-fat challenge^72^. Protein signatures of microglia from mice exposed to the HFHS diet revealed an involvement of adipocytokine signaling and highlighted innate activation characteristics, and likewise included a higher abundance of proteins including Ndufs2, Ndufs1 and Mapk1 that are involved in Alzheimer’s disease and which are particularly related to mitochondrial dysfunction. These findings are in agreement with a growing body of evidence suggesting that obesity and diabetes may increase the risk for developing cognitive impairment, including Alzheimer’s disease and vascular dementia^73,74^. Future studies will be required to understand as to how and to what extent exposure to high-caloric diets accelerates microglial senescent degeneration^73,75,76^.

Exposure of mice to the HFHS diet promoted a mild but significant upregulation of MHCII levels in residing microglia as well as upregulation of CD80 and CD86 in these cells, thereby highlighting their increased immune responsiveness resulting from the hypercaloric challenge. In addition, immunofluorescence analyses of Iba1^+^ microglia of mice fed the HFHS diet revealed high levels of MHCII near the choroid plexus and median eminence as well as the meninges. In addition, Iba1 expression of macrophages might contribute to the observed MHCII expression in antigen-presenting cells since these immunofluorescence analyses do not distinguish between CD45^high^ vs. CD45^intermediate^ cells. We confirmed the findings on MHCII expression by analyses with CD45^int^CD11b^+^ microglia from Cx3cr1^GFP^ reporter mice, suggesting that an upregulation of MHCII expression in microglia does indeed contribute to the observed results upon hypercaloric challenge. Only recently, a fluorescent microglia reporter mouse was described that uses a binary split Cre system, where the co-expression of Iba1 and Cx3cr1 is required to induce the transcription of a fluorescent reporter^77^. This novel reporter mouse might help to decipher the contribution of the aforementioned cell populations in response to hypercaloric challenges in further depth.

An adaptive immune response, and particularly the recruitment of T cells to the CNS, has long been considered pathogenic, especially in the context of neuroinflammatory diseases. However, recent findings have also described several functions for T cells in the healthy CNS, including a critical impact on microglia maturation, proper synaptic pruning and behavior^32,34,36^. While studies in healthy humans identified only sporadic presence of T cells in the brain parenchyma^78^, around 150,000 T lymphocytes were identified in human CSF^79^. These cells were found to patrol the CSF or perivascular space for detrimental antigens in the healthy mouse^80^, thereby supporting surveillance of the local environment.

A detailed analysis of the anatomical localization of specific subsets of antigen-presenting cells will improve our understanding of how T-cell responses develop in distinct parts of the CNS following environmental challenges such as exposure to HFHS diets. In this regard, recent studies have highlighted the dural sinuses as a unique interface of CNS and immune system communication^29^. At this location, CNS-antigen exposure, drainage via the CSF, uptake by APCs and presentation to T cells are functional to support immune surveillance. Therefore, future studies will be required to dissect whether exposure to calorie-rich diets will modulate the immunogenicity of local antigens and/or trigger the presentation of neo-epitopes, thereby supporting local immune activation.

Here, we define CD4^+^T cells, including specifically Foxp3^+^Tregs, as critical players in a cellular interplay involving astrocytes, microglia and infiltrating macrophages, to maintain hypothalamic immuno-metabolic integrity in response to hypercaloric challenges. CNS immune crosstalk involves Foxp3^+^Tregs to functionally interact with neuronal networks. RNA-seq data of hypothalamic CD4^+^T cells following a high-caloric challenge indicate a Th1-like activation state as revealed by high expression of *Tbx21*, *Ifng*, *Cxcr3* and *Cd226*^52^. Moreover, locally-residing CD4^+^T cells present with upregulated *Ccl5* as well as reduced expression of *Ccr7* and *S1pr1*, supporting their recruitment to inflammatory tissues as well as their retention at these sites^29,48^. Accordingly, after a chronic high-caloric challenge, we observed a mild increase in local CD4^+^T-cell frequency. In support of these observations, previous analyses in the setting of autoimmunity such as multiple sclerosis support the notion that very low numbers of specific T cells can control inflammatory responses in the target organ^81^.

Regarding T-cell entry into the brain, cellular transmigration across the blood-brain barrier is not a single-step process as observed in other tissues, and more importantly involves two distinct processes that overlap within the perivascular space^82,83^. Recent studies suggest that under physiological conditions, the dissemination of T cells within the CNS is limited to the CSF-filled ventricular and subarachnoid spaces, as well as dural sinuses^29,84,85^. Following intraparenchymal damage or inflammation, the glia limitans becomes permissive by the action of matrix metalloproteinases (MMPs) MMP2 and MMP9, thereby permitting migration of T cells into the neuropil. During neuroinflammation the exchange of blood-derived cells within the perivascular space would provide opportunities for interaction of T cells with MHC-matched antigen-presenting cells^29,59,85^. Accordingly, T-cell localization will impact possibilities for interacting with antigen-presenting cells and thereby can contribute to the promotion of immune activation and local inflammatory settings. It will be of interest to understand whether additional mechanisms will permit T-cell entry under normal physiologic conditions to support tissue-specific immune surveillance and which stimuli and/or local inflammatory signals promoted by exposure to HFHS diets will modulate permissiveness of the glia limitans for immune cell entry^86^.

We are only beginning to understand the role of tissue-resident T cells in immune surveillance of the CNS^29,32,36–38,42,81^ and additional studies are required to advance our understanding of how these cells are modulated or triggered upon exposure to calorie-rich diets. Here, we show low-frequency CD4^+^T cells including Foxp3^+^Tregs in the parenchyma of brains of young lean healthy mice. These observations are in line with recent findings^7,36,38,43^ and support the notion that in addition to their localization within the perivascular compartment, a small number of CD4^+^T-cell populations and Foxp3^+^Tregs also reside in the neuropil in the steady state. Moreover, recent studies have highlighted that T cells residing in the perivascular space secrete soluble mediators to critically impact and crosstalk with neighboring cells including neurons, astrocytes and microglia^31,32,34^. Additional studies will be required to dissect the role of these T cells in supporting the normal function of the immune system and their potential aberrant activation upon metabolic challenges such as the HFHS diet. Another important aspect that will require further investigation in the future is the timing of the observed effects, particularly concerning the onset and progression of phenotypic changes in immune cell populations (i.e., Tregs, microglia and macrophages). While the activation of macrophages and microglia in response to hypercaloric feeding can be seen as early as 1 week after exposure to the HFHS diet, the reduction of Tregs in the hypothalamus occurs more gradually. Specifically, we identify a modest but significant reduction in Tregs in the hypothalamus after 8 weeks of HFHS diet. Despite the observed decline in hypothalamic Tregs in response to HFHS diet, the assessment of any functional impairments in local Tregs that are caused by this hypercaloric challenge remains currently experimentally unfeasible, since only very few cells can be isolated from such hypothalami of mice. Due to these experimental limitations, it is currently not possible to draw precise direct conclusions on whether Tregs in the hypothalamus exhibit a different functional profile/polarization/signature upon exposure to the HFHS diet and prior to their decline in the hypothalamus.

To address the question whether the hypercaloric environment affects the whole Treg population in general, we used analyses from peripheral lymph node derived Tregs. These analyses from peripheral lymph nodes showed that a HFHS diet per se does not have a major impact on Treg functionality. A direct assessment of hypothalamic Treg functionality is experimentally not possible currently, as highlighted above. Therefore, we used a series of independent Treg depletion strategies followed by exposure of animals to a hypercaloric challenge to dissect the functional relevance of Tregs in this anatomical niche. These Treg depletion experiments revealed a significant increase in frequencies and phenotypes of infiltrating macrophages. Moreover, microglial immune responsiveness was distinctly enhanced in Treg-depleted mice when compared to a hypercaloric-challenge in Treg-complete mice. Vice versa, peripheral Treg transfer significantly abrogated infiltration with macrophages and their activation and furthermore, significantly reduced microglial reactivity in mice challenged with the HFHS diet. A direct involvement of Foxp3^+^Tregs in limiting immune activation and responsiveness given high-caloric feeding is revealed based on *i.c.* Treg transfers which significantly lowered local immune activation and reactivity of macrophages and microglia.

Conceptually, the observed decline in hypothalamus-residing Foxp3^+^Tregs following a high-caloric challenge, together with an increase in local T-cell activation indicates that a specific tissue microenvironment instils functional specialization of Tregs in that particular niche to optimize local immune regulation, function and tissue homeostasis. In line with this view, adipose tissue Tregs control local tissue integrity, function and inflammation^18–20,44,87^. Accordingly, it is interesting to speculate that such functional adaptation of tissue Tregs in distinct metabolic tissues including brain, adipose tissue, liver or muscle^88,89^ supports the integration of immune-metabolic crosstalk in these distinct compartments^90^. As one example, leptin and other adipokines released by adipocytes signal through the hypothalamus to control systemic metabolism, including modulation of sympathetic output to adipose tissue^91,92^. Therefore, it will be of relevance to dissect in future studies whether local Tregs in the brain can impinge not only on the polarization and signaling of immune cells as adipose-residing macrophages but also on other cells as adipocytes and sympathetic nerves^92,93^. Accordingly and from a Treg targeting perspective, we found that specific Treg expansion reduced NFκB-related target genes in the hypothalamus, lowered inflammatory characteristics in the adipose tissue and improved systemic metabolic parameters.

Moreover, work from Bapat et al.^94^ suggested that mice with age-associated insulin resistance benefit from a reduction in adipose tissue Tregs upon depletion of these cells using anti-ST2 antibodies. Therefore, it will be of interest in future studies to assess the implications of Tregs in the CNS in modulating age- vs. obesity-associated immune-metabolic alterations in the adipose tissue.

Overall, the findings presented herein might open new avenues for the future design of tailored concepts to manipulate Treg-based immuno-metabolic crosstalk in diet-induced obesity and T2D^90^.

### Limitations of the study

One important limitation of the study is that specific Treg targeting approaches available in the field^71,94^ as expansion by anti-IL2/IL2 antibody complexes will also modulate peripheral Treg populations e.g., in LNs or in other tissues. Therefore, to dissect a direct functional role of Tregs in the hypothalamus, we performed also *i.c.* Treg transfers. However, results here might be possibly confounded by local micro injury induced by *i.c*. transfers, albeit we used non-Tregs as a cellular *i.c*. transfer in control animals. Application of anti-IL2/IL2 antibody complexes into the 3rd ventricle using osmotic mini-pumps or targeting other brain-resident cells such as astrocytes and inducing local IL2 expression^43^ might be an interesting possibility of future local Treg expansion in the context of diet-induced obesity and T2D.

## Methods

### Mice

Balb/cByJ, C.Cg-*Foxp3*^tm2Tch^/J, B6.129P-*Cx3cr1*^tm1Litt^/J, C57Bl/6J, B6.Cg-*Lep*^*ob*^/J, B6;129-*Gt(ROSA)26Sortm2Sho*/J, B6.Cg-Tg(CD4-Cre)1Cwi/BfluJ, C57BL/6-Tg(Foxp3 DTR/EGFP)23.2Spar/Mmjax, B6.SJL-*Ptprc*^a^*Pepc*^b^/BoyJ and B6.Cg-Foxp3^tm2Tch^/J were obtained from The Jackson Laboratory and maintained by in-house breeding at the animal facility of the Helmholtz Zentrum München, Munich, Germany, according to guidelines established by the Institutional Animal Committees. CD4GFP mice were obtained from crossbreeding of CD4-Cre mice with Rosa loxP stop loxP eGFP mice. Cre-mediated excision of the floxed stop codon led to the expression of GFP in cells that expressed CD4. C57BL/6-Tg(Foxp3 DTR/EGFP)23.2Spar/Mmjax, referred to as Foxp3 DTR mice, were kindly provided by Prof. Dr. Tobias Bopp, Institute of Immunology, University Medical Center Mainz, Johannes Gutenberg-University, Mainz, Germany, and maintained at the animal facility of the I. Medical Clinic, University of Erlangen-Nuremberg, Erlangen, Germany or at the Helmholtz Zentrum München, Munich, Germany.

All mice were group-housed on a 12 h/12 h light–dark cycle at 22–24 °C under specific pathogen-free (SPF) conditions in individually ventilated cages. Mice had ad libitum access to food (irradiated standard diet (Altromin, #1314, Lage, Germany) or high-fat high-sugar (HFHS) diet where indicated (Research Diets, #D12331i, New Brunswick, NJ)) and sterilized water. Hypercaloric challenges using HFHS diet were started using 6-week-old female Balb/c mice or male C57Bl/6J mice. Where indicated, mice were perfused transcardially with 0.9% NaCl and 10 U/ml heparin for 5–8 min after ketamine/xylazine overdose.

Ethical approval for all mouse experimentations has been received by corresponding local animal welfare authorities (District government of Upper Bavaria, Germany, #ROB-55.2-2532.Vet_02-17-63, #ROB-55.2-2532.Vet_02-18-173, #ROB-55.2-2532.Vet_02-21-196 and #ROB-55.2-2532.Vet_02-23-116).

Mice were randomized to test groups. Whenever possible, littermates were used. Animals were not involved in previous procedures. No animals were excluded due to illness or outlier results; therefore, no exclusion determination was required. The investigators were not blinded to group allocation or to the assessment of experimental end points.

See also Supplementary Table 2 for further information about all mouse strains used.

### In vivo cold exposure

For cold exposure experiments, cages were placed at 8 °C ambient temperature for 1 week and mice remained group-housed with a 12 h/12 h light–dark cycle.

### In vivo Treg depletion

For loss-of-function experiments, Tregs were depleted by *i.p.* injection of 250 µg anti-mCD25 antibodies (BioXcell, clone PC-61.5.3) or vehicle on 3 consecutive days. In a second approach, male Foxp3 DTR (DEREG) mice were treated with 50 ng diphtheria toxin (DTX) per gram body weight on 3 consecutive days. Male mice negative for Foxp3 DTR (DTR^−^) were used as control and also received DTX.

### Intracerebral T-cell transfer

For the gain-of-function experiment, either 100,000 CD4^+^CD25^hi^Foxp3GFP^+^ Tregs or naive CD4^+^CD25^−^CD44^low^Foxp3GFP^−^ T cells were FACS-sorted and injected *i.c.* into the arcuate nucleus of recipient mice using a stereotactic device. Mice were anesthetized via *i.p*. ketamine (100 mg/ml) and xylazine (10 mg/ml), followed by *s.c*. 200 mg/kg metamizol. The skin on the head was shaved and sterilized with 70% ethanol and 10% povidone iodine. An incision was made ~1 cm with a sterile scalpel. The coordinates were set using a stereotactic frame. Two holes were drilled for bilateral injections and T cells were injected in a total volume of 1 µl over 5 min (coordinates relative to bregma: −1.3 mm anterior-posterior and ±0.3 mm medial-lateral). The Hamilton needle was removed over 5–10 min. Mice were sutured and allowed to recover on a heating pad. Post-surgical analgesia was daily *s.c*. meloxicam (1 mg/kg) for 3 days. Here, hypothalami and brains were analyzed after 1–2 weeks on the HFHS diet.

### Treg expansion using anti-IL2/IL2 antibody complexes

For Treg expansion experiments, mice were injected initially on 3 consecutive days with 6 µg anti-IL2/IL2 Ab complexes (or vehicle) as also described earlier^71^. On day 5, the peak of the expansion, the HFHS diet was initiated, and mice were injected twice weekly until the end of the observation period. The tail vein was punctured weekly for blood glucose measurements and flow cytometric tracking of T-cell/Treg populations in the blood.

### IV Treg transfer

For *i.v.* Treg transfers, live CD4^+^CD25^hi^Foxp3 GFP^+^ Tregs were FACS-sorted for purity on the BD FACS Aria III. 500,000 Tregs were injected *i.v.* in sterile PBS. For multiple *i.v.* Treg transfers, Foxp3 GFP^+^ Tregs were enriched using the Miltenyi regulatory T-cell enrichment kit based on magnetic sorting of CD4^+^ CD25^hi^ Tregs. Post-sort purity controls are shown in the supplement.

### Intraperitoneal glucose tolerance test (ipGTT)

ipGTTs were performed according to standard procedures. In short, mice were fasted for 6 h (8 am until 2 pm) with free access to water. After basal glucose measurements, mice were injected with 2 g/kg body weight D-glucose in saline (Carl Roth). Blood glucose was measured at the indicated time points, and the area under the curve (AUC) was calculated using GraphPad Prism.

### Isolation of cells from mouse brain

For mouse brain isolation, the skull was carefully opened using scissors, carefully cutting clockwise. Isolated brains were stored in Hanks Balanced Salt Solution (HBSS, Sigma Aldrich) supplemented with 5% FCS and 10 mM HEPES (referred to as HBSS^+^) on ice. Olfactory bulbs and the cerebellum were removed using a scalpel. The hypothalamic area of the brain was carefully excised using fine Dumont forceps.

Cells from brains and hypothalami were isolated by homogenization in RPMI media with a hand homogenizer on ice, followed by density gradient centrifugation with 30% vs. 70% Percoll for 30 min at 500×*g* (acceleration 1, deceleration 1, room temperature). The interphase containing microglia and lymphocytes was collected, and cells were washed with HBSS^+^ prior to further processing.

### Magnetic enrichment of brain cells

Pelleted cells, collected from interphases of the density gradient centrifugation, were magnetic-activated cell-sorting (MACS)-enriched using CD11b microbeads (Miltenyi) and LS (brain) or MS (hypothalamus) columns according to the manufacturer’s instructions, followed by staining for flow cytometric analysis. Microglia were gated as dump^−^CD45^int^CD11b^+^, while co-purified macrophages were gated as dump^−^CD45^hi^CD11b^+^. The flow through contained all CD11b^−^ cells lymphocytes which were used for further flow cytometric analyses of T cells.

For MACS sorting of astrocytes from brains and hypothalami, the ACSA2+ Kit from Miltenyi was used according to the manufacturer’s instructions with MS columns.

### Isolation of T cells from lymphoid organs

Lymph nodes were mashed through 70-µm cell strainers in HBSS^+^. Single-cell suspensions were kept on ice and further processed for flow cytometric analysis and sorting as described below.

### T-cell stimulation for cytokine analyses

T cells were stimulated in complete RPMI with 0.5 µg/ml PMA and 0.5 µg/ml ionomycin in the presence of 1.5 mM calcium chloride in a humidified CO_2_ incubator. The cells were stimulated for 4 h and after the initial 2 h, the brefeldin A containing inhibitor GolgiPlug (Beckton Dickinson) was added 1:1000.

### Flow cytometry and cell sorting

Unspecific binding of antibodies was prevented by incubation of single-cell suspensions with Fc-Block (BD Pharmingen, 2.4G2, 1:100) in HBSS^+^ for 10 min on ice, followed by surface staining for 30 min on ice in the dark. All monoclonal antibodies used for mouse FACS stainings are listed in Supplementary Table 1. Before acquisition on the flow cytometer, cells were passed through a 40 µm strainer (NeoLab) to remove large debris.

To detect intracellular protein expression (e.g., of Foxp3 in cells of non-reporter mice or Ki67), T cells were fixated and permeabilized using the Foxp3 Staining Buffer Set (eBioscience) after surface staining. Intracellular proteins were stained for 30 min on ice in the dark and washed 2–3 times with Perm buffer and 1–2 times with HBSS+ before acquisition on the flow cytometer.

For cytokine expression analyses, intracellular antigens were stained overnight at 4 °C after stimulation and fixation as described above.

Cells were acquired on a BD FACSAriaIII flow cytometer using FACSDiva software with optimal compensation and gain settings determined for each experiment based on unstained and single-color stained samples. Fluorescence minus one (FMO) controls were used to set gates. Doublets were excluded based on SSC-A vs. SSC-W plots and FSC-A vs. FSC-W plots. Live cell populations were gated on the basis of cell side and forward scatter and the exclusion of cells positive for Sytox Blue, Sytox Red (both Life Technologies) or Fixable Viability Dye eFluor450 (eBioscience). Samples were analyzed using FlowJo software version 7.6.1 or 10.7.1 (TreeStar Inc., OR).

### mRNA expression profiling

Pooled sample-sets of FACS-sorted CD4^+^T cells (see figure legends for full gating strategy) purified from mice on standard diet vs HFHSD and *ob/ob* vs. C57Bl/6J mice were used for Next Generation Sequencing (NGS). DNA was generated using the SMARTer ultra-low input RNA Kit for sequencing—v4 or SMARTer® Universal Low Input RNA Kit for Sequencing (Takara Clontech) according to the manufacturer’s instructions. cDNA concentrations for NGS were assessed using Agilent High Sensitivity DNA Chips (Agilent Technologies) and Agilent 2100 Bioanalyzer. mRNA library preparation was conducted with Nextera reagents (Illumina) according to the manufacturer’s instructions. NGS was performed on a NextSeq (Illumina) with 75 bp single-end reads for mRNA using Illumina reagents and following the manufacturer’s instructions. Quality was assessed by FastQC^95^. Reads were mapped to the mouse genome (mm10) using BWA-mem with default configuration. Read count lists were created using SAMTools^96^ and HTSeq-count^97^. Reads were normalized using DESeq2^98^. Normalized read counts were further processed for descriptive visualization of expression trends and overlaps using R/bioconductor^99,100^. Gene lists were enriched with Gene Ontology terms^101,102^ using DAVID Bioinformatics Resources 6.7^103^. For further analysis and graphical presentation, the DESeq2-normalized counts were used to calculate the fold change of HFHS diet/SD T cells. 

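The limits of more than 20 normalized reads in at least 1 library and a fold change above 2 or below 0.5 were met by 4384 of 5445 genes in Tregs, of which 2627 were higher and 1757 lower on the HFHS diet. In 60.9% of these 4384 genes, 1 of the libraries had 3 counts or fewer. In T cells, 4136 of 6686 genes met the limits, 1661 higher and 2475 lower, and 930 of them (22.5%) had 3 counts or fewer in 1 library. More than 20 normalized reads in both libraries, the alternative that moved the Treg count most, left 976 regulated genes in Tregs and 1509 in T cells. Between *ob*/*ob* and WT mice, 5792 of 6440 genes met the limits in CD4+CD25- T cells and 5465 of 5978 in CD4+CD25++ T cells. For comparison, pairs of Treg libraries of one condition from the second sequencing experiment were thinned to the totals of the pilot Tregs and scaled pairwise. Pool 43_47 of C57Bl/6J mice on SD stayed at its own lower total of 1724149 in its pairs with pools 11_15 and 62_66. The pairs had 3090 to 7480 genes past the limits, against 4891 between the diets with the same scaling, and 7 of the 24 had as many. All 7 were of C57Bl/6J mice. Of them, 3 held SD pool 11_15, which had few T-cell transcripts, and 3 held HFHS pool 72_76. In Balb/c mice 0 of 12 pairs had as many, and the highest number was 4811. As a share of the genes with enough reads, 81.3% were past the limits between the diets. Of the 24 pairs, 11 had as high a share, and so did 4 of the 12 of Balb/c mice. Pairs of activated conventional T cells, treated alike, had 2483 to 4450 genes past the limits, against 6018 between the diets.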

A cutoff of >20 reads and a fold change of >2 or <0.5 resulted in 1240 regulated genes for Treg analyses and 2791 genes for T cells.

During the revision of this manuscript, the RNA sequencing of conventional T cells (gated as live CD4^+^ CD25^−^ Foxp3GFP^−^ CD44^hi^ CD62L^low^) was repeated. Pooled cells (from five) mice on standard diet vs. HFHSD were used for each sample. The SMARTer mRNA+LP Kit for Sequencing (Takara Clontech) was used according to the manufacturer’s instructions. Sample concentrations were determined by Qubit and Agilent 2100 Bioanalyzer. NGS was performed on a NovaSeq X Plus (Illumina) with 100 bp paired-end reads using Illumina reagents on three lanes. Raw FASTQ files were processed using the nf-core/rnaseq pipeline (version 3.16) (DOI: 10.5281/zenodo.1400710) with default parameters, using the mm10 mouse reference genome. Gene counts were quantified with Salmon^104^ and subsequently analyzed for differential gene expression with DESeq299. A cutoff of >10 reads was applied. Heatmaps were generated using the pheatmap package^105^, based on variance-stabilized transformed counts from the 500 genes exhibiting the highest variance across samples. For gene set enrichment analysis, the fGSEA^106^ package was employed, utilizing gene sets from MSigDB (Molecular Signatures Database)^107^ and KEGG^108–110^.

### Quantitative real-time PCR

For validation of NGS experiments, CD4^+^CD25^−^CD44^low+int^ T cells were FACS-sorted for two-way purity. RNA and cDNA were isolated and pre-amplified using the SMARTer ultra-low input RNA Kit for sequencing v4 (Takara Clontech). Quantitative real-time PCR was performed using the Ssofast Real Time Mix (BioRad) and gene expression was normalized to *Histone* as housekeeping gene.

For RNA isolation from total tissue, the Beckman Coulter RNAdvance Tissue Kit was used according to the manufacturer’s instructions. RNA was isolated from ½ rest brain, ½-1 hypothalamus, ~5 mg adipose tissue including the optional DNase I digestion. 1 µg of RNA was reverse transcribed using the iScript Advanced kit. Real-time PCR was performed using the Ssofast Real Time Mix (BioRad).

For sorted cell populations, the Beckman Coulter RNAdvance Cell v2 Kit was used. RNA was reverse transcribed using the iScript Advanced Kit (BioRad) and real-time PCR was performed using the Ssofast Real-time Mix (BioRad). Gene expression was normalized to *Histone H3*. For primer sequences, see Supplementary Table 3.

### Proteomics

Mice were fed either standard diet or a HFHS for 36 weeks. Microglia were isolated as described above and sorted for purity as live CD45^int^CD11b^+^ on a FACSAriaIII cell sorter (BD). **Sample preparation for LC-MS/MS analysis**: Cell lysis of FACS-sorted cells was performed in LB buffer (50% (v/v) 2-2-2-trifluoroethanol (TFE) plus 2 mM dithiothreitol, 50% (v/v) 50 mM ammonium bicarbonate (ABC) buffer) at 99 °C for 10 min followed by sonication for 10 min (10 cycles high intensity, Bioruptor, Diagenode). Cell debris was removed after 10 min centrifugation (16,000× *g* at 4 °C), and proteins in the lysate were alkylated for 30 min with 10 mM iodoacetamide in the dark. Next, the solution was centrifuged in a vacuum evaporator for about 3 h at 45 °C. Proteins were resolubilized in 10% (v/) TFE in 50 mM ABC and sonicated in a water bath for 5 min. Proteins were digested by adding 0.2 µg of LysC and 0.2 µg of Trypsin and incubation at 37 °C overnight. The next day, the digest was stopped by adding 1% (v/v) TFE and the solution volume was reduced in a vacuum evaporator for about one h at 45 °C. Samples were finally desalted on SDB-RPS StageTips (3 M, Empore, Neuss, Germany) and eluted as described (Kulak et al., 2014). **LC-MS/MS analysis**: MS analysis was performed using Q-Exactive HF mass spectrometers (Thermo Fisher Scientific, Bremen, Germany) coupled online to a nanoflow UHPLC instrument (Easy nLC, Thermo Fisher Scientific). Peptides were separated on a 50-cm long (75 μm inner diameter) column packed in-house with ReproSil-Pur C18-AQ 1.9-μm resin (Dr. Maisch GmbH, Ammerbuch, Germany). Column temperature was kept at 50 °C by an in-house designed oven with a Peltier element and operational parameters were monitored in real time by the SprayQc software^111^. Peptides were loaded with buffer A (0.1% (v/v) formic acid) and eluted with a nonlinear gradient of 5–60% buffer B (0.1% (v/v) formic acid, 80% (v/v) acetonitrile) at a flow rate of 250 nl/min. Peptide separation was achieved by 100-min gradients. The survey scans (200–2000 *m/z*, target value = 3E6, maximum ion injection times = 20 ms) were acquired at a resolution of 60,000 followed by higher-energy collisional dissociation (HCD) based fragmentation (normalized collision energy = 27) of up to 15 dynamically chosen, most abundant precursor ions (isolation window = 1.4 *m/z*). The MS/MS scans were acquired at a resolution of 15,000 (target value = 1E5, maximum ion injection times = 60 ms). Repeated sequencing of peptides was minimized by excluding the selected peptide candidates for 20 s. Computational MS data analysis—All data were analyzed using the MaxQuant software package 1.5.3.29^112^. The false-discovery rate (FDR) cutoff was set to 1% for protein and peptide spectrum matches. Peptides were required to have a minimum length of 7 amino acids and a maximum mass of 4600 Da. MaxQuant was used to score fragmentation scans for identification based on a search with an initial allowed mass deviation of the precursor ion of a maximum of 4.5 ppm after time-dependent mass calibration. The allowed fragment mass deviation was 20 ppm. Fragmentation spectra were identified using the UniprotKB *Mus musculus* database^113^, based on the 2014_07 release, combined with 262 common contaminants by the integrated Andromeda search engine^114^. Enzyme specificity was set as C-terminal to arginine and lysine, also allowing cleavage before proline, and a maximum of two missed cleavages. Carbamidomethylation of cysteine was set as fixed modification and N-terminal protein acetylation as well as methionine oxidation as variable modifications. Both ‘label-free quantification (MaxLFQ)’ and ‘match between runs’ with standard settings were enabled^115^. Protein copy number estimates were calculated using the iBAQ algorithm^116^. **Statistics and Data visualization**: Basic data handling, normalization, statistics and annotation enrichment analysis were performed with the Perseus software package^117^. We filtered for 3222 protein groups that were quantified with at least two valid values in at least one group of triplicates. Missing values were imputed with values representing a normal distribution (generated at 1.8 standard deviations of the total intensity distribution, subtracted from the mean, and a width of 0.3 standard deviations). Differentially expressed proteins were identified by one-way ANOVA test at a permutation-based FDR cutoff of 0.05. Enrichment for annotation categories was evaluated by 1D annotation enrichment or Fisher exact test to obtain a *P* value. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium^118^ via the PRIDE partner repository with the dataset identifier PXD004498.

### Fluorescence microscopy

For cryostat sections, brains were removed and postfixed in 4% paraformaldehyde (Sigma Aldrich, Steinheim, Germany) for 24 h. For cyro protection, the tissue was incubated in 10%, 20% and 30% sucrose (Merck, Darmstadt, Germany) in PBS, each for 24 h. Next, the tissue was transferred in cryo embedding medium (Sakura Finetek, Torrance, USA), frozen and consecutively cut with a cryo microtome (Leica Microsystems, Wetzlar, Germany) at 14 µm thickness. Sections were blocked and permeabilized in PBS containing 3% normal donkey serum (DKS) (Sigma Aldrich) and 0.3% Triton X100 (Roth, Karlsruhe, Germany) for 15 min at room temperature. Primary antibodies (goat anti-GFP, 1:200, Acris antibodies, Herford, Germany and rabbit anti-GFAP, 1:500, Dako, Glostrup, Denmark) were incubated overnight at 4 °C followed by thorough rinsing and incubation with appropriate secondary antibodies (donkey anti-goat Alexa Fluor 488 and donkey anti-rabbit Alexa Fluor 568, both 1:250, Life Technologies, Eugene, Oregon, USA) for 2 h at room temperature) in PBS containing 1% DKS and 0.03% Triton X100.

For analysis using vibratome sections, animals were sacrificed and transcardially perfused with saline followed by 4% paraformaldehyde (Sigma Aldrich) in PBS. After removal of the brains, the tissue was postfixed in the same fixative overnight. Next, vibratome sections were acquired at a thickness of 30 µm. Prior to immunolabeling, the sections were permeabilized by a short cycle of freezing and thawing in PBS. Sections were then blocked and further permeabilized with 3% DKS and 0.5% Triton X100 in PBS for 30 min. Primary antibodies directed against GFP (goat anti-GFP, 1:200, Acris antibodies) and Iba1 (rabbit anti-Iba1, 1:200, Synaptic Systems, Göttingen, Germany) were incubated for 2 h at room temperature under slight agitation. After thorough rinsing in PBS, appropriate secondary antibodies (donkey anti-goat Alexa 488 and donkey anti-rabbit Alexa 568, both 1:250, Life Technologies) were incubated for 2 h.

In cryostat as well as vibratome sections, nuclei were counterstained with 4’,6-diamidino-2-phenylindole dihydrochloride (DAPI) (Sigma Aldrich, 1:10,000) for 5 min.

Consecutive sections were analyzed with an Olympus BX51 epifluorescence microscope equipped with an XM10-cooled CCD grayscale camera and Cell Sens software (Olympus, Hamburg, Germany).

As a second approach for cryosections, brains were isolated, fixed and cut by microtome in 30 µm sections as described before. After permeabilization with TritonX100 for 5 min and incubation in protein block (DAKO) with 2% BSA for 10 min sections were incubated with primary antibodies (Armenian Hamster–anti-mCD3, clone 145-2C11 (Biolegend) and rat-anti-mFoxp3, clone FJK-16s, eBioscience) overnight at 4 °C followed by washing step and incubation with an appropriate secondary antibodies (goat anti-hamster conjugated with AlexaFluor^488^ (Jackson Lab) and biotinylated goat anti-rat followed by use of TSA-Cy3 Amplification Kit (Perkin-Elmer) for 2 h at RT. For analysis of the antigen CD4 and Collagen IV, cryosections were incubated with the primary antibodies (rat-anti-mCD4, clone GK1.5 (BD) and rabbit anti-mCollagenIVType1, AB765P (Millipore)) overnight at 4 °C and then incubated with secondary antibodies (biotinylated goat anti-rat (Dianova) followed by use of TSA-Cy3 Amplification kit (Perkin-Elmer) or goat anti-rabbit conjugated with Alexa Fluor 488 dye (Jackson) for 2 h at RT. For analysis of the antigen CD4 and GFAP, cryosections were incubated with primary antibodies CD4 as described above and polyclonal rabbit anti-mGFAP (DAKO) overnight at 4 °C followed by goat anti-rabbit conjugated with AlexaFluor 488 (Jackson) for 2 h at RT. Nuclei were counterstained with DAPI (Vector) and sections were finally analyzed by fluorescence microscopy (Olympus).

### Light microscopy

For light microscopy, vibratome sections were acquired as described above. Prior to immunolabeling, endogenous peroxidases were blocked by incubation in methanol containing 0.3% hydrogen peroxide for 30 min at room temperature. Next, the tissue was blocked and permeabilized with normal rabbit serum and 0.3% Triton X100 in Tris-buffered saline (TBS). The primary antibody (goat anti-GFP, 1:200, Acris antibodies) was incubated for 2 h under slight agitation, followed by thorough rinsing in TBS. The biotinylated secondary antibody (1:250, rabbit anti-goat, 1:250, Vector Laboratories, Burlingame, CA, USA) was incubated for 2 h at room temperature under slight agitation. After thorough rinsing, the streptavidin peroxidase complex was allowed to bind to the biotinylated antibodies (ExtrAvidin, 1:100, Sigma Aldrich) for 1 h followed by thorough rinsing and diaminobenzidine (DAB) (Sigma Aldrich)-mediated staining. After final rinsing, the sections were transferred onto microscope slides, air-dried and embedded under cover glasses in Entellan (Merck).

Images were acquired using a Zeiss Axioskop (Carl Zeiss Microscopy, Jena, Germany) equipped with a Progres-cooled CCD camera (Jenoptik, Jena, Germany).

### Statistics and reproducibility

Results are presented as mean and standard error of the mean (mean ± SEM), mean and standard deviation (mean ± SD) or as percentages, where appropriate. Summary graphs of data are presented using box-and-whisker plots indicating minimum to maximum values with all data points to demonstrate data distribution or bar graphs (with single data points overlaid), as well as single data points. For normally distributed data, two-tailed Student’s *t* test for unpaired values was used to compare means between independent groups. For more than two groups, an ordinary one-way ANOVA was used with Šidák post hoc test for multiple comparison. For all tests, a two-tailed *P* value of <0.05 was considered to be significant. Statistical significance is shown as *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Analyses were performed using the programs GraphPad Prism 6.0.1 and 9.5.1 (La Jolla, CA) and the Statistical Package for the Social Sciences (SPSS 19.0; SPSS Inc., Chicago, IL).

No statistical method was used to predetermine sample size. Mice were randomized to test groups. The Investigators were not blinded to allocation during experiments and outcome assessment. No animals were excluded due to illness or outlier results; therefore, no exclusion determination was required. The presence of CD4^+^ T cells in the healthy mouse brain was confirmed by experiments/stainings/analyses in three independent labs. For FACS analyses, experimentators were not blinded to experimental groups during in vivo experiments (handling, scoring etc.), but during sample processing and data acquisition. For microscopic analyses, experimenters were blinded to groups. For proteome analyses, experimentators were blinded during sample processing and acquisition.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer review file

## Source data

Source Data

## Data Availability

All data supporting the results of this study are available in the article, Supplementary Information and/or Source Data file, provided with this paper. The mass spectrometry proteomics data generated in this study have been deposited to the ProteomeXchange Consortium (Vizcaino et al.^118^) via the PRIDE partner repository with the dataset identifier PXD004498. The sequencing data generated in this publication have been deposited in NCBI’s Gene Expression Omnibus^119^ and are accessible through GEO Series accession number GSE282067. Source data are provided with this paper.

# Supplementary material for: Regulatory T cells in the mouse hypothalamus control immune activation and ameliorate metabolic impairments in high-calorie environments
**Source:** Nat Commun. 2025 Mar 20;16:2744. doi: 10.1038/s41467-025-57918-z
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection Flow cytometry: Beckton Dickinson FACS DIVA v6.1.3 and v9.0.1  
Proteomics: SprayQC

Data analysis Flow cytometry: FlowJo version 7.6.1 or 10.7.1  
Proteomics: MaxQuant 1.5.3.29, Perseus software package  
RNA Sequencing: FastQC, SAMTools, HTSeq-count, DESeq2, R/bioconductor, DAVID Bioinformatics Resources 6.7, Salmon

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (Vizcaino et al., 2014) via the PRIDE partner repository with the

dataset identifier PXD004498.

Sequencing data have been deposited in GEO under Series GSE282067.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender n/a

Reporting on race, ethnicity, or other socially relevant groupings n/a

Population characteristics n/a

Recruitment n/a

Ethics oversight n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size No sample size calculation was performed.

Data exclusions No outliers were excluded from analyses.

Replication The number of independent experiments is indicated in all figure legends.  
The presence of CD4+ T cells in the healthy murine brain was confirmed by experiments/stainings/analyses in three independent labs.

Randomization Mice were randomly assigned to experimental groups.

Blinding For FACS analyses, experimentators were not blinded to experimental groups during in vivo experiments but during sample processing and data acquisition.  
For microscopic analyses, experimentators were blinded to groups.  
For proteome analyses, experimentators were blinded during sample processing and acquisition.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).

Research sample State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.

Sampling strategy Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed.

Data collection Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.

|                   |                                                                                                                                                                                                                  |
|-------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Timing            | Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.                                                                      |
| Data exclusions   | If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established. |
| Non-participation | State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.                                |
| Randomization     | If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.          |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.                                                                                                                                                                                                                                          |
| Research sample          | Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i> , all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source. |
| Sampling strategy        | Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.                                                                                                                                                                                       |
| Data collection          | Describe the data collection procedure, including who recorded the data and how.                                                                                                                                                                                                                                                                                                                                                                        |
| Timing and spatial scale | Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken                                                                                                                                                       |
| Data exclusions          | If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                       |
| Reproducibility          | Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.                                                                                                                                                                                                                 |
| Randomization            | Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.                                                                                                                                                                                                                                                      |
| Blinding                 | Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.                                                                                                                                                                                                                                                                           |

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

|                        |                                                                                                                                                                                                                                                                                                                                |
|------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).                                                                                                                                                                                                                      |
| Location               | State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).                                                                                                                                                                                         |
| Access & import/export | Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information). |
| Disturbance            | Describe any disturbance caused by the study and how it was minimized.                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                               |
|-------------------------------------|-------------------------------|
| n/a                                 | Involved in the study         |
| <input checked="" type="checkbox"/> | Antibodies                    |
| <input type="checkbox"/>            | Eukaryotic cell lines         |
| <input type="checkbox"/>            | Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | Animals and other organisms   |
| <input type="checkbox"/>            | Clinical data                 |
| <input type="checkbox"/>            | Dual use research of concern  |
| <input type="checkbox"/>            | Plants                        |

## Methods

|                                     |                        |
|-------------------------------------|------------------------|
| n/a                                 | Involved in the study  |
| <input type="checkbox"/>            | ChIP-seq               |
| <input checked="" type="checkbox"/> | Flow cytometry         |
| <input type="checkbox"/>            | MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | All information about the antibodies used in this manuscript can be found in Supplementary Table S1 - including clones, manufacturer information and IDs.                                                         |
| Validation      | The used monoclonal antibodies are validated by the manufacturers. Data can be obtained on the manufacturers' websites. Gating strategies were validated by using fluorescence minus one (FMO) control stainings. |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |     |
|----------------------------------------------------------------------|-----|
| Cell line source(s)                                                  | n/a |
| Authentication                                                       | n/a |
| Mycoplasma contamination                                             | n/a |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | n/a |

## Palaeontology and Archaeology

|                                                                                                                                                 |     |
|-------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| Specimen provenance                                                                                                                             | n/a |
| Specimen deposition                                                                                                                             | n/a |
| Dating methods                                                                                                                                  | n/a |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |     |
| Ethics oversight                                                                                                                                | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                  |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | For list of mouse strains used see Supplemental Table S1. Adult mice were used. The feeding of the respective diet (HFHSD or SD) was initiated at an age of 6 wks. Mice were randomized to test groups. Whenever possible, littermates were used across multiple litters. Animals were not involved in previous procedures.                      |
| Wild animals            | none                                                                                                                                                                                                                                                                                                                                             |
| Reporting on sex        | Experiments using Foxp3-DTR mice (DEREG mice) were only performed in male mice since Foxp3-DTR is expressed on the X chromosome, leading to successful depletion in male mice but not in female mice (only 50% depletion efficacy). For HFHSD/SD experiments, mice on Balb/c background were female while mice on C57Bl/6J background were male. |
| Field-collected samples | n/a                                                                                                                                                                                                                                                                                                                                              |
| Ethics oversight        | District government of Upper Bavaria, Germany, #ROB-55.2-2532.Vet_02-17-63, #ROB-55.2-2532.Vet_02-18-173, #ROB-55.2-2532.Vet_02-21-196 and #ROB-55.2-2532.Vet_02-23-116.                                                                                                                                                                         |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts must comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                  |
|-----------------------------|----------------------------------|
| Clinical trial registration | <input type="text" value="n/a"/> |
| Study protocol              | <input type="text" value="n/a"/> |
| Data collection             | <input type="text" value="n/a"/> |
| Outcomes                    | <input type="text" value="n/a"/> |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |                                  |
|-----------------------|----------------------------------|
| Seed stocks           | <input type="text" value="n/a"/> |
| Novel plant genotypes | <input type="text" value="n/a"/> |
| Authentication        | <input type="text" value="n/a"/> |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  
*May remain private before publication.*

n/a

Files in database submission

n/a

Genome browser session  
(e.g. [UCSC](#))

n/a

### Methodology

Replicates

n/a

Sequencing depth

n/a

Antibodies

n/a

Peak calling parameters

n/a

Data quality

n/a

Software

n/a

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Instrument

Beckton Dickinson FACS Aria III

Software

Data acquisition: FACS DIVA v6.1.3 or v9.0.1  
Analysis: FlowJo version 7.6.1 or 10.7.1

Cell population abundance

For analyses, % of parent population are shown. For some analysis, counts were retrieved from the FCS files.  
Cell sorting: To determine post-sort purity, small aliquots of the sorted cells were re-acquired. Post-sort purity was always >95%, in most cases even >99%. Post-sort plots are shown in the supplement.

Gating strategy

In general, T cells were pre-gated by lymphocyte scatter -> doublet exclusion based on SSC-A vs. SSC-W plots and FSC-A vs. FSC-W plots, dead cells excluded (viability dyes were always used, either Sytox or fixable viability dyes). % of parent populations are defined in each figure (axis) / figure legend.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

n/a

Design specifications n/a

Behavioral performance measures n/a

## Acquisition

Imaging type(s) n/a

Field strength n/a

Sequence & imaging parameters n/a

Area of acquisition n/a

Diffusion MRI ☐ Used ☒ Not used

## Preprocessing

Preprocessing software n/a

Normalization n/a

Normalization template n/a

Noise and artifact removal n/a

Volume censoring n/a

## Statistical modeling & inference

Model type and settings n/a

Effect(s) tested n/a

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference n/a

(See [Eklund et al. 2016](#))

Correction n/a

## Models & analysis

n/a | Involved in the study  
☒ ☐ Functional and/or effective connectivity  
☒ ☐ Graph analysis  
☒ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity *Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).*

Graph analysis *Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).*

Multivariate modeling and predictive analysis *Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.*

How the deposited data were processed for this re-analysis (not part of the article)

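T-cell populations sorted from the hypothalamus, and in the second experiment also from the rest of the brain, were measured by RNA sequencing in 67 libraries. The pilot experiment holds 8 libraries, 1 for each condition: CD4+CD25-CD44 low+int T cells and CD4+CD25+Foxp3GFP+ Tregs of Foxp3GFP Balb/c mice on SD or HFHS diet, and CD4+CD25- and CD4+CD25++ T cells of *ob*/*ob* and C57Bl/6J WT mice. The second experiment holds 29 libraries of activated conventional T cells, in groups of 3 or 4, and 30 of Tregs, in groups of 2 to 4, by strain, diet and tissue.

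For the pilot experiment, the authors mapped single-end reads to the mouse genome mm10 with BWA-mem and counted them per gene symbol with HTSeq, and the deposited values are raw counts on 24421 symbols without normalization. The share of reads listed as lying on no gene was 4.30% to 67.3% over the 8 files, and 0.391% to 17.1% of the reads were counted on genes. For the second experiment, the authors quantified reads with Salmon, and the deposited estimated counts are not normalized between libraries. The deposited TPM values, which the authors' Salmon run scaled by transcript length and library total, were not used here. Though the files are named as gene tables, they list 35034 transcript names, of which 34648 (98.9%) were matched to a gene by name. Summing over names gave 24530 features, of which 5525 had more than 1 name.

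In the pilot experiment, counts were divided by median-of-ratios size factors as in DESeq2, computed over all 8 libraries with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Genes needed more than 20 normalized reads in at least 1 of the libraries compared and a fold change above 2 or below 0.5, and no test was made because each condition had 1 library. Counts of 3 or fewer were taken as the floor. In a simulated pair of libraries, all 200 genes changed 4-fold were called, 62 unchanged genes were called as well, and the 95% intervals held the true fold change for 95.5% of genes. The simulated counts held counting error only, and the changed genes had high expected counts. The simulation therefore does not test differences between libraries of one condition. The overlap with *ob*/*ob* mice was compared with 10000 lists whose directions were permuted within 20 bins of mean expression.

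In the second experiment, rounded counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold of 0.05), for genes with more than 10 counts in at least as many libraries as the smallest group has. Comparisons were HFHS diet against SD, for each cell type and tissue, with both strains in a model with a strain term and for each strain alone, and the interactions of strain with diet in the hypothalamus and of tissue with diet. Gene lists were tested with fgsea 1.28.0, ranked by the signed square root of F with 10000 permutations of genes at first, and with fry and camera of limma 3.58.1. The score of the cell cycle list is the mean of log2(TMM-scaled CPM + 1) over its 97 genes, compared between diets within strains by exact permutation tests. Figures were drawn with matplotlib 3.10.9.

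Tests on simulated data used counts with the means and spread of the hypothalamic libraries and 200 changed genes. At a 4-fold change, edgeR called 49% of the changed genes in activated conventional T cells of both strains and 46% in Balb/c mice alone, with 4 and 3 false calls. In Tregs it called 0% and 1% of them, with 0 false calls in both. At a 32-fold change, edgeR called 81.5% and 85% in activated conventional T cells and 16% and 3.5% in Tregs, with 11, 6, 3 and 0 false calls. DESeq2 1.42.0 called 64% in activated conventional T cells of Balb/c mice at a 4-fold change with 77 false calls, and 7% and 6.5% in Tregs with 251 and 150 false calls.

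Genes named in the text were chosen by a rule: every gene the paper names in its text on T-cell transcriptomes or in Fig. 3e,f; for each pilot comparison, the 3 highest and 3 lowest fold changes among genes with more than 20 normalized reads in both libraries; and for each edgeR comparison, the 3 largest increases and decreases among genes with an adjusted p-value under 0.05 whose diet groups do not overlap. The last part of the rule named no gene. The lists used are the cell cycle genes (43 of S phase and 54 of G2/M phases), the genes of Fig. 3e and Fig. 3f in each direction, 6 genes the paper names for Th1 cells, genes of T cells and Tregs, sex-linked genes, and 9 lists of markers of other cell types: microglia, macrophages or monocytes, neurons, astrocytes, oligodendrocytes, B cells, CD8 T cells, erythroid and endothelial cells.

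The choices above and most alternatives were set before the data were examined. For the pilot experiment the alternatives were size factors over the 2 libraries compared or over the 4 of an experiment, TMM, CPM, more than 20 reads in both libraries or on average, more than 100 reads, and a pseudocount of 1. For the second experiment they were DESeq2's Wald test, its size factors in edgeR, more than 10 counts in total, filterByExpr, limma-voom with sample quality weights, an offset for transcript length, a single fit of all 59 libraries, the pool of mice as a replicate block, other tests of the lists, and leaving out each library in turn. The number of detected genes as a covariate, names not summed per gene, and DESeq2 with more than 10 counts in total were chosen after seeing the data.

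Totals of counts on genes ran from 99925 to 5334511 in the pilot experiment, from 11340063 to 28187008 in activated conventional T cells and from 1724149 to 38482277 in Tregs. Other splits of the libraries were not made for Tregs of the rest of the brain in Balb/c mice, where SD has 2 libraries. Gene ontology terms from DAVID and the gene sets of MSigDB were not analysed here, and neither were quantitative PCR, flow cytometry or imaging.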

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

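In this part, the tests of the WT CD4+CD25++ library, of the loss of *Xist* at low depth, of male cells or a mislabelled library, and of *Foxp3* in the SD library of T cells were chosen only after the result was seen; the others were not.

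The library farthest from the others was tested by Dixon's criterion for 58 pairs of a measure and a group of 4 libraries of the second experiment, and 5 passed its 95% critical value, where 2.9 are expected by chance. The hypothalamic Treg library of Balb/c mice on the HFHS diet from pool 11_14 had 38482277 counts on genes, and the other 3 of its group had 13646796 to 17557285. The score of the cell cycle list was 5.64 in the hypothalamic Treg library of C57Bl/6J mice on the HFHS diet from pool 72_76, against 0.868 to 1.54 in the other 3. In the Treg library of the rest of the brain of Balb/c mice on the HFHS diet from pool 47_25 it was 5.67, against 2.95 to 3.14. *Leprot* had 229 CPM in the hypothalamic Treg library of Balb/c mice on SD from pool 06_10, against 0 to 4.13 CPM in the other 3. *Cd226* had 259.8 CPM in the hypothalamic activated conventional T cells of Balb/c mice on the HFHS diet from pool 16_20, against 287 to 290 CPM. Without pool 72_76, the mean log2 fold change of the cell cycle list in hypothalamic Tregs went from 1.45 to 0.77. Without pool 47_25 it was 4.42 in Tregs of the rest of the brain. The log2 fold change of *Leprot* in hypothalamic Tregs of Balb/c mice was 1.50 with all libraries and 6.98 without pool 06_10. That of *Cd226* in activated conventional T cells was 0.08, and 0.12 without pool 16_20. The number is close to that expected by chance, and no technical or biological explanation of single libraries was tested.

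In hypothalamic activated conventional T cells, the effect of the diet on the cell cycle list was larger in C57Bl/6J than in Balb/c mice by a mean log2 fold change of 1.92, with an enrichment score of 2.55 (permutation of genes, p = 1.09e-12). Tests that allow for correlation between genes did not pass the threshold, with p = 0.273 by fry and p = 0.234 by camera with the estimated correlation. The score of the list differed between the diets by 0.94 in C57Bl/6J mice (exact permutation p = 0.143) and by 0.51 in Balb/c mice (exact permutation p = 0.229). The size of the difference between strains thus depends on the measure. Between tissues, the effect of the diet on the list was larger in the hypothalamus than in the rest of the brain by 1.46, with an enrichment score of 2.64 (permutation of genes, p = 3.14e-14), p = 0.0367 by fry and p = 0.0268 by camera with the estimated correlation. Over the 29 fits that each left out a library, the mean ran from 1.14 to 2.09; permutation of genes gave p-values of 3.96e-09 or less, but p by fry ran from 0.0121 to 0.0786 (the highest without the library of the rest of the brain of Balb/c mice on the HFHS diet from pool 47_25) and was over 0.05 in 13. Of the 60 splits of the libraries tried, the real one included, 2 gave a mean as large for the difference between tissues. The tissues are named by the design, so that a biological difference stays open; strain is confounded with sex, and no explanation of the difference between strains was tested.

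In Tregs, the effect of the diet differed between the tissues for 685 of 12602 genes at an adjusted p-value under 0.05. Of these, 87 had a higher and 598 a lower log2 fold change in the hypothalamus than in the rest of the brain. The paper's main text does not describe these Treg libraries, and its supplementary figures were not available here. The number of genes with more than 10 counts per library, taken as a covariate, argues against a trend with that number as the whole cause, since 53.7% of the 685 genes were still called. Of the 685 genes, 99.7% had 3 counts or fewer in at least 0.5 of the hypothalamic libraries of a diet, against 77.0% of the other genes tested, so transcripts lost in libraries of few genes may account for calls. Of the 40 splits of the libraries tried, the real one included, 5 gave a result as large, and 24 gave at least 1 call, up to 889, so the grouping by chance stays open as well. With the pool of mice as a replicate block, 1 gene was called. Without a single library the count ran from 0 to 798. Without the hypothalamic library on SD of C57Bl/6J mice from pool 11_15, which held transcripts of endothelial cells and few of T cells, it was 536, with 238 higher and 298 lower, and the median log2 fold change of all genes went from −0.24 to 0.12. It was 0 without the library of the rest of the brain on SD of C57Bl/6J mice from pool 11_15 or pool 01_05, or of Balb/c mice from pool 37_41. It was 1 without pool 67_71 of C57Bl/6J mice on SD or pool 15_21 of Balb/c mice on the HFHS diet, 2 without pool 62_66 of C57Bl/6J mice on SD, and 443 without pool 26_31 of Balb/c mice on the HFHS diet. An effect of tissue, which the design names, remains untested beyond this count.

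The paper's main text does not describe the Treg libraries of the rest of the brain. In these Tregs, the cell cycle list was higher on the HFHS diet, with mean and median log2 fold changes of 4.52 and 2.45. Of 96 genes, 85 were higher and 29 had an unadjusted p-value under 0.05. For 26 of them all SD libraries were at the floor of 3 counts or fewer; with these at their bounds the median stayed at 2.45 and the mean was 3.43. The enrichment score was 2.62 (permutation of genes, p = 3.62e-19), with p = 3.27e-12 by camera's preset correlation, p = 0.0148 by fry and p = 0.0890 by camera with the estimated correlation. The score of the list differed between the diets by 1.66 (exact permutation p = 0.0314, adjusted over the 12 comparisons of the score 0.163). The difference was 0.70 in Balb/c mice (exact permutation p = 0.6) and 2.63 in C57Bl/6J mice (exact permutation p = 0.0571). In Balb/c mice on the HFHS diet, pool 47_25 had a score of 5.67 and the others 2.95 to 3.14, against 2.92 and 3.06 on SD. Of the 100 splits of the libraries tried, the real one included, 5 gave a mean as large, so the grouping by chance is not excluded. The mean was 2.01 in Balb/c and 1.78 in C57Bl/6J mice alone, and 4.07 to 5.04 across the 14 fits that each left out a library. An effect of the diet on proliferation stays open.

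The WT CD4+CD25++ library of the pilot experiment had few T-cell transcripts, with a sum of 87.4 CPM over a list of 8 genes of T cells, against at least 5731 CPM in each of the other 7 libraries. Its list of 12 genes of microglia summed to 41271 CPM, which is 401 times the highest of the other 7, where it was 103 CPM. The library's total of 5334511 counts is the highest of the 8, which argues against low depth. RNA of microglia or another myeloid cell is a candidate source, as the ratio of 401 was larger than that of the lists of macrophages or monocytes (2.85), erythroid cells (2.25), astrocytes (1.50), oligodendrocytes (1.25), B cells (0.910), neurons (0.657), endothelial cells (0.164) and CD8 T cells (0). *P2ry12*, at 18729 CPM, had 0 counts in the other 7 libraries. Whether the library was mislabelled or the sort took other cells was not tested, and no biological explanation was tested.

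Transcripts of Y-linked genes were found in 4 libraries of the pilot experiment whose labels give female mice: 958 CPM in the WT CD4+CD25- library, 120.1 CPM in the *ob*/*ob* CD4+CD25++ library, 48.0 CPM in the *ob*/*ob* CD4+CD25- library and 17.2 CPM in the Treg library on the HFHS diet. The first 2 had no *Xist*, and the others had 3012 and 11655 counts of it. At the lowest level of *Xist* among the other libraries, 254 counts were expected in the WT library and 115 in the *ob*/*ob* CD4+CD25++ library, which argues against low depth in both. Of 19 genes as high as *Xist* in the other T-cell libraries, 1 (5.26%) had 0 counts in the WT library and 0 did in the *ob*/*ob* CD4+CD25++ library. These numbers are too close to tell the 2 libraries apart. Loss of transcripts at low RNA input therefore stays open for the missing *Xist* in both, but would not account for the counts of Y-linked genes. In the WT library 3 Y-linked genes had more than 3 counts, so male cells in the pool or a mislabelled library may be the cause. In the *ob*/*ob* CD4+CD25++ library 1 such gene had more than 3 counts, with 12 counts in total, too few to decide.

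The SD library of CD4+CD25-CD44 low+int T cells had 72.7 CPM of *Foxp3*, 96.5% of the level in the Treg library on SD. Treg cells in the sorted population would bring their other transcripts too, and *Ikzf2* was at 0.307% of its level in the Treg library, *Il2ra* at 2.59%, *Ctla4* at 3.30% and *Tnfrsf18* at 10.8%, which argues against them as the source. No other technical and no biological explanation was tested.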

How the results depend on the processing

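In this part, the covariate for the number of genes above 10 counts, the fits without summing the names of a gene, and DESeq2 with more than 10 counts in total were tests chosen only after the result was seen; the other alternatives were set before the data were examined. Counts of genes are at an adjusted p-value under 0.05. Where a count of 5 or fewer is given with its genes, the genes were chosen after their values were seen.

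In the first experiment, with 1 library per group, requiring more than 20 normalized reads in both libraries in place of at least 1 gave 1509 genes changed at least 2-fold between the HFHS diet and SD in conventional T cells (808 higher and 701 lower; 4136 with more than 20 in at least 1), 976 in Tregs (502 and 474; 4384), 1046 between *ob/ob* and wild-type mice in conventional T cells (316 and 730; 5792) and 899 in CD4+CD25++ T cells (384 and 515; 5465). The wild-type CD4+CD25++ library had 87.4 CPM over the genes of T cells, against at least 5731 in the others, so the values of *ob/ob* mice in CD4+CD25++ T cells in this paragraph compare with a library of few T-cell transcripts. The overlap of both comparisons fell from 1097 to 149 genes in conventional T cells, beside 152 changed in opposite directions, and from 1004 to 109 in Tregs and CD4+CD25++ T cells, beside 113. Requiring more than 100 reads in at least 1 library gave 1375 (693 higher and 682 lower), 2171 (1294 and 877), 2372 (1212 and 1160) and 3335 genes (903 and 2432), in the same order. Both settings admit fewer genes by construction. The other 6 of 8 alternatives kept these 4 counts within 1.5-fold, and the ranges over the 8 were 1375–6018, 976–5064, 1046–6403 and 899–5458. TMM factors gave overlaps of 1298 and 1001 genes, beside 1506 and 1287 in opposite directions. With CPM in place of size factors, the share of higher genes was 53.0% in place of 59.9% in Tregs on the HFHS diet and 41.7% in place of 27.1% in CD4+CD25++ T cells of *ob/ob* mice, where the median log2 fold change of all genes went from −0.04 to 1.82. It went from 0.04 to −0.46 in Tregs and from −0.11 to −0.30 in conventional T cells on the HFHS diet. In conventional T cells of *ob/ob* mice it was −0.96, and −0.97 with CPM. There it was 0.10 with size factors over the 2 libraries compared, −0.81 over the 4, and 0.002 with TMM. Of the 5792 genes in these cells, 3954 were higher and 1838 lower (68.3% higher). With more than 20 reads in both libraries, 30.2% were higher. Of 80 pairs of a named gene and a comparison, 3 changed direction and 13 fell under 2-fold under at least 1 setting.

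In the second experiment, 15 of the 16 comparisons gave 0 genes with edgeR. At an unadjusted p under 0.05 there were, in hypothalamic activated conventional T cells, 406 for the diet in both strains, 418 in Balb/c and 199 in C57Bl/6J mice; in those of the rest of the brain 591, 1373 and 470; for strain by diet 493 and for tissue by diet 806. In hypothalamic Tregs there were 213, 199 and 63, in Tregs of the rest of the brain 853, 551 and 228, and for strain by diet 1295. The Wald test of DESeq2 gave 16, 48 and 14 genes in hypothalamic activated conventional T cells, 12, 582 and 23 in those of the rest of the brain, 170 for strain by diet and 90 for tissue by diet. With more than 10 counts in total it gave 26 in the hypothalamus and 62 in the rest of the brain in both strains. In Tregs it gave 182, 185 (175 higher and 10 lower) and 22 in the hypothalamus, 322, 506 and 88 in the rest of the brain, 1332 for strain by diet, and 1104 for tissue by diet against 685 with edgeR, 326 of them shared. In simulated counts with a 4-fold change, DESeq2 made 65 to 251 calls on genes with no effect, so these counts may hold false calls.

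With limma-voom, the counts in activated conventional T cells were 1 (*Tsix*) in the rest of the brain in both strains and 119 in Balb/c mice. In Tregs they were 4 (*Frmd8*, *Malat1*, *Pdrg1* and *Sms*), 177 and 1 (*B2m*) in the hypothalamus in both strains, Balb/c and C57Bl/6J mice, 16 in the rest of the brain in both strains, 110 for strain by diet, and 20 for tissue by diet (9 higher and 11 lower), 10 of them among the 685 of edgeR (87 higher and 598 lower). DESeq2 size factors in edgeR gave 7 genes in activated conventional T cells of the rest of the brain of Balb/c mice, and more than 10 counts in total gave 5 (*Junb*, *Lars2*, *Nusap1*, *Ptgds* and *Tsix*). The latter filter also gave 39 genes in hypothalamic Tregs in both strains, 30 in C57Bl/6J mice and 9 for strain by diet. One fit of all 59 libraries gave 1 gene (*Tuba8*) for tissue by diet in activated conventional T cells. In hypothalamic Tregs it gave 2710 genes in both strains, 3148 in Balb/c mice, 2573 in C57Bl/6J mice and 2822 for strain by diet, and 1003 for tissue by diet (581 higher and 422 lower), 198 of them shared with the 685. The cause was not tested. For tissue by diet in Tregs, DESeq2 size factors gave 771 genes, filterByExpr 756, a transcript length offset 691, more than 10 counts in total 672 and the covariate 579 (225 higher and 354 lower, 368 shared). Fits without summing names left the counts in both strains in activated conventional T cells at 0 in either tissue, with 429 genes in the hypothalamus and 650 in the rest of the brain at an unadjusted p under 0.05.

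The median log2 fold change of all genes moved by more than 0.1 in Tregs. In the hypothalamus in both strains it was 0.19, and −0.14 with more than 10 counts in total and 0.83 with limma-voom. In Balb/c mice it was 0.22, and −0.11 with DESeq2, 0.61 with more than 10 counts in total, 2.58 with limma-voom and −1.01 with the covariate. In C57Bl/6J mice it was −0.10, and −1.03, −0.86 and −0.44 with more than 10 counts in total, limma-voom and one fit. For strain by diet it was −0.88, and −2.61, −4.01 and −1.50 with the same settings. For tissue by diet it was −0.24, and ranged from −1.28 with the pools as a block to 0.04 with the covariate. Limma-voom in the rest of the brain gave 0.42 in place of 0.10 in both strains and 0.70 in place of 0.07 in C57Bl/6J mice.

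Libraries of both tissues share the numbers of the pools of mice. Across tissues, the correlation of the deviations from the group means was −0.050 to 0.043 for 9 pools of activated conventional T cells and −0.037 to 0.0076 for 10 pools of Tregs. These values gave no sign of pairing by pool. They cannot decide whether both tissues came from the same mice, as differences between libraries could hide it. With the pool as a replicate block, tissue by diet gave 0 genes in activated conventional T cells (364 at an unadjusted p under 0.05) and 1 in Tregs (*Sparc*, also among the 685; 297 at an unadjusted p under 0.05).

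Leaving out 1 library at a time kept 0 genes in activated conventional T cells for the diet in the hypothalamus, in both strains and in each (243 to 522 at an unadjusted p under 0.05), and in the rest of the brain in both strains and in C57Bl/6J mice (372 to 894), as in Tregs of the rest of the brain in both strains and in Balb/c mice (389 to 1101). The range was 0 to 1 in activated conventional T cells of the rest of the brain of Balb/c mice (*Junb* without SD pool 32_36), for strain by diet (*Zfp420* without C57Bl/6J HFHS pool 06_10, *Ifi204* without C57Bl/6J SD pool 67_66) and for tissue by diet (*Bub1b* without hypothalamic Balb/c SD pool 32_36). In hypothalamic Tregs in both strains it was 0 to 10: 10 without Balb/c SD pool 42_46, 7 without Balb/c SD pool 06_10 or C57Bl/6J SD pool 62_66, 2 (*P2ry12* and *Sparc*) without Balb/c SD pool 37_41 or C57Bl/6J SD pool 43_47, and 1 (*Sparc*) without Balb/c HFHS pool 15_21 or C57Bl/6J HFHS pool 77_80 or 33_37. Without Balb/c SD pool 32_36, Balb/c mice and strain by diet had 1 (*Capza2*), and both ranges were 0 to 1. In C57Bl/6J mice the range was 0 to 3: 1 (*Ly6c1*) without SD pool 67_71, 2 (*Ly6c1* and *Sparcl1*) without HFHS pool 77_80, 2 (*Apod* and *Ly6c1*) without SD pool 62_66, and 3 (*Apod*, *Ly6c1* and *Sparcl1*) without SD pool 43_47 or HFHS pool 33_37. The range in Tregs of the rest of the brain of C57Bl/6J mice was 0 to 3 (*Birc5*, *Ccnb1* and *Ccnb2* without HFHS pool 38_42). For tissue by diet in Tregs it was 0 to 798. Among libraries of the rest of the brain, the count was 0 without C57Bl/6J SD pool 11_15 or 01_05 or Balb/c SD pool 37_41 (1987 to 2080 at an unadjusted p under 0.05), 1 (*Sparc*) without C57Bl/6J SD pool 67_71 or Balb/c HFHS pool 15_21, 2 (*Lta* and *Sparc*) without C57Bl/6J SD pool 62_66, and 443 without Balb/c HFHS pool 26_31. Without hypothalamic C57Bl/6J SD pool 11_15 the count was 536, with 238 higher and 298 lower in place of 87 and 598, and the median log2 fold change of all genes was 0.12 in place of −0.24. Fits that would leave the Tregs of the rest of the brain of Balb/c mice on SD with 1 library were not run for that strain alone.

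The mean log2 fold change of the cell cycle list in hypothalamic activated conventional T cells was 1.24 and stayed past the threshold in the same direction under 8 of 8 alternatives (0.45 to 1.80). Of these, the fits of 1 strain passed by permutation of genes alone (p = 2.94e-07 in Balb/c and 1.54e-14 in C57Bl/6J mice, against p = 0.228 and 0.0988 by fry). Without each library in turn (0.80 without C57Bl/6J HFHS pool 06_10, to 1.49) it passed by permutation of genes, but by fry in 6 of 16 fits (p = 0.0207 to 0.0979). For those of the rest of the brain it was −0.59 (permutation of genes, p = 0.000564), and did not pass the threshold with the S genes alone (−0.30; permutation of genes, p = 0.469) or in C57Bl/6J mice (−0.14; permutation of genes, p = 0.883), nor with tests that allow for correlation between genes: camera with the estimated correlation (p = 0.378) and fry (p = 0.337), both on the list whose permutation of genes is given above. Without 1 library it ranged from −1.07 (without C57Bl/6J HFHS pool 33_37) to −0.42 (without C57Bl/6J SD pool 67_71; permutation of genes, p = 0.147), and by fry 0 of the 13 fits passed. In hypothalamic Tregs it was 1.45 (permutation of genes, p = 0.0821) and passed the threshold in C57Bl/6J mice by permutation of genes (0.62; p = 0.00632, against p = 0.922 by fry), with a range of 0.62 to 1.75. Without 1 library it ranged from 0.77 (without C57Bl/6J HFHS pool 72_76; permutation of genes, p = 0.902) to 2.55 (without C57Bl/6J HFHS pool 77_80); it was 2.48 and 2.28 without Balb/c HFHS pools 26_31 and 11_14, and 2.40 and 2.33 without C57Bl/6J HFHS pools 33_37 and 06_10. Of the 16 such fits, 14 passed the threshold by permutation of genes and 0 by fry (p = 0.107 to 0.560); the others by permutation of genes were those without pool 72_76 and without C57Bl/6J SD pool 11_15 (2.10; permutation of genes, p = 0.0837). The mean in Tregs of the rest of the brain was 4.52 (permutation of genes, p = 3.62e-19), did not pass with camera with the estimated correlation (4.52; p = 0.0890, against that permutation of genes), and ranged from 1.78 to 6.09, and from 4.07 to 5.04 without 1 library, where 14 of 14 fits passed by permutation of genes and by fry. Fits of 1 strain test fewer libraries, and their genes were filtered anew. The cause of the other changes was not tested.

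The 3 lists of the paper run under the alternatives, given here, did not pass the threshold by fry, with all libraries or without 1, nor by fgsea, by camera with the preset correlation or by fry with DESeq2 size factors; the lists of genes marked as lower in Fig. 3e and Fig. 3f were not run under the alternatives. The Th1 list in hypothalamic activated conventional T cells had a mean of 0.10, and 0.03 to 0.17 without 1 library: 0.03 and 0.16 without Balb/c HFHS pools 26_31 and 16_20, 0.05 and 0.17 without Balb/c SD pools 06_10 and 42_46, and 0.05 without C57Bl/6J HFHS pool 06_10. In Balb/c mice, the list of genes marked as higher in Fig. 3f had 0.41 in hypothalamic Tregs (0.10 to 0.41 over the alternatives), and 0.02 to 1.02 without 1 library: 0.08, 0.02 and 1.02 without SD pools 32_36, 42_46 and 06_10, and 0.22 and 0.18 without HFHS pools 26_31 and 11_14. That of Fig. 3e had 0.01 in activated conventional T cells, and −0.0664 to 0.10 without 1 library: −0.0664, −0.02, 0.02 and 0.06 without HFHS pools 15_21, 26_31, 16_20 and 11_14, and −0.05, −0.02, 0.10 and 0.07 without SD pools 37_41, 06_10, 32_36 and 42_46.

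Among the named genes in hypothalamic cells of Balb/c mice, *Cxcr6* was 0.10 with edgeR and −0.01 (−0.00547) with limma-voom in activated conventional T cells, with adjusted p-values from 0.998 to 1.00 over the alternatives. In Tregs, *Irf1* was −0.01, and 0.64 with limma-voom (adjusted p-values from 0.862 to 1.00). With the covariate, *Il7r* was −1.86 in place of 1.11 (adjusted p-values from 0.624 to 1.00) and *Leprot* −6.13 in place of 1.50 (from 0.220 to 1.00). The cause was not tested. Without 1 library, directions changed as follows, from the lowest to the highest value: *Cxcr3* −0.21 to 0.0172 (without SD pool 42_46); *Tbx21* −0.48 to 0.22 (0.22, 0.00 and 0.04 without HFHS pools 16_20, 11_14 and 15_21; 0.12 and 0.04 without SD pools 37_41 and 32_36); *Cd226* −0.0925 to 0.42 (−0.0925 and −0.06 without SD pools 32_36 and 06_10); *Cxcr6* −0.11 to 0.36 (−0.11 without HFHS pool 26_31, −0.03 without SD pool 06_10); *Irf1* −0.44 to 0.26 (0.26, 0.02 and 0.03 without SD pools 37_41, 42_46 and 06_10; 0.10 and 0.13 without HFHS pools 16_20 and 11_14); and *Rock1* −0.54 to 0.0564 (without HFHS pool 26_31). The direction held for *Ccl5* (0.30 to 0.54), *Ifng* (0.08 to 0.43), *Il7r* (0.33 to 2.13) and *Leprot* (0.99 to 6.98, the highest without SD pool 06_10). Over these fits and the alternatives together, *Irf1* ran from −3.14 to 0.64, *Il7r* from −1.86 to 4.90 and *Leprot* from −6.13 to 7.32.

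The CD4+CD25++ library of *ob/ob* mice had 99925 counts, so that 3 counts make 23.8 normalized reads, which limits the values of that library. Of genes changed 32-fold in simulated Treg counts, 16% or 3.5% were called, so that 0 calls in Tregs excludes few changes of that size; whether depth limits this was not tested.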

Differences from the paper's values

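None of the comparisons with the paper's values rests on a test that was chosen only after a result was seen.

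In Tregs, 4384 genes were regulated between the HFHS diet and SD, against the paper's 1240. Of the alternatives set before the data were examined, more than 20 normalized reads in both libraries gave 976 genes, which is within 1.5 times the paper's number, and the others gave 2171 to 5064 genes and did not close the gap. In CD4+CD25-CD44 low+int T cells, 4136 genes were regulated, and the paper's 2791 is within 1.5 times of it. More than 20 normalized reads in both libraries gave 1509 genes in these cells, which is not within 1.5 times the paper's number. That rule therefore closes the gap in Tregs but opens one in T cells.

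For 4 of the values in Fig. 3e,f the fold change differed from the paper's source data by more than 1.5 times. *Ifng* in T cells was 1.74-fold higher on the HFHS diet, against the paper's 2.71. Of the alternatives set before the data were examined, size factors over the 2 libraries compared gave 1.91, size factors over the 4 libraries of the experiment 1.99 and TMM 1.87, all within 1.5 times the paper's value; CPM at 1.56, a pseudocount of 1 at 1.69 and the other minimums of reads, which leave the fold change at 1.74, did not close the gap. *Lamtor1* in T cells had a fold change of 0.197, against the paper's 0.42; none of the alternatives set before the data were examined closed the gap, with values from 0.176 to 0.233. *Leprot* in Tregs was 109.7-fold higher, against the paper's 37.14, and none of these alternatives closed the gap, with values from 80.1 to 112. *Cxcr5* in Tregs was 11.0-fold higher, against the paper's 3.58, and again none closed the gap, with values from 8.02 to 11.2. All genes of Fig. 3e,f changed in the paper's direction; 29 of the 31 values for Fig. 3e and 17 of the 19 for Fig. 3f were within 1.5 times the paper's, and the correlation of log2 fold changes across genes was 0.995 and 0.981.

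The paper counts *Mtor*, *Tbx21* and *Ccr4* as upregulated in T cells on the HFHS diet. All 3 were higher, but with 9.09, 17.7 and 13.2 normalized reads they did not pass the minimum of 20. *Mtor* passed it with size factors over the 2 libraries compared, at 27.3. *Tbx21* passed it with size factors over the 2 libraries compared (53.3), over the 4 libraries of the experiment (38.7), with TMM (27.6) and with CPM (21.1). *Ccr4* passed it with size factors over the 2 libraries compared (39.6), over the 4 libraries (28.8) and with TMM (20.5).

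The paper's Fig. 3e shows *Il2ra* and *Lamtor3* as upregulated, and their fold changes here were 1.84 and 1.56. *Il2ra* reached 2.02 with size factors over the 2 libraries compared and 2.10 with size factors over the 4 libraries of the experiment.

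*Ifng* is named by the paper as higher in *ob*/*ob* than in WT mice in T cells. It was lower here, with a fold change of 0.257 and an interval from 0.169 to 0.397, and under every scaling tried it lay between 0.255 and 0.492. The comparison uses the WT CD4+CD25- library, which had 0 counts of *Xist*, 211 of Y-linked genes and transcripts of *Foxp3*. Its label is in doubt, so the lower value may not be an effect of the genotype.

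The paper ranks *Il7r* as the second of the upregulated genes in Tregs. It ranked 2 among the 15 upregulated genes of Fig. 3f, 3 among genes with more than 20 normalized reads in both libraries and 1804 among all genes that passed the minimum. For *Tnfrsf14* in Tregs the paper cites Fig. 3e, which shows T cells, and not Fig. 3f.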

Other observations

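In this part, the tests of the pairs by strain and by pool, and of the genes of T cells as a measure of RNA from other cells, were chosen only after the result was seen; the tests of the cell cycle list, of other splits of the libraries and of all pairs of one condition were written down before.

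The paper's main text does not describe the Treg libraries of the second experiment. In them, 0 genes differed between the diets in the hypothalamus at an adjusted p-value under 0.05. Unadjusted p-values were under 0.05 for 213 of 7715 genes with both strains, 199 of 4576 in Balb/c and 63 of 5051 in C57Bl/6J mice. In the rest of the brain, 0 genes differed, with 853 of 11711, 551 of 10672 and 228 of 8606 at an unadjusted p-value under 0.05. The interaction of strain and diet in the hypothalamus had 0 genes in Tregs, with 1295 at an unadjusted p-value under 0.05, and 0 in activated conventional T cells, with 493. The interaction of tissue and diet had 0 genes in activated conventional T cells, with 806 at an unadjusted p-value under 0.05. The tests on simulated data called few of the genes changed 32-fold in hypothalamic Tregs, so a count of 0 there excludes little.

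Other splits of the libraries cannot separate a count of 0 genes from chance. The numbers of splits in this part include the real one. As many genes were called in all 100 splits for hypothalamic activated conventional T cells with both strains, and in all 35 splits for each strain. In their rest of the brain it was all 100 splits with both strains, all 10 in Balb/c mice, a number too small to decide, and all 35 in C57Bl/6J mice. It was all 100 splits for their interaction of strain and diet, and all 60 for tissue and diet. In hypothalamic Tregs it was all 100 splits with both strains, all 35 for each strain and all 100 for the interaction of strain and diet. In Tregs of the rest of the brain it was all 100 splits with both strains and all 35 in C57Bl/6J mice. By the number of genes with an unadjusted p-value under 0.05, as many were found in 8 of 100 splits for hypothalamic activated conventional T cells with both strains, 4 of 35 in Balb/c and 33 of 35 in C57Bl/6J mice. In their rest of the brain it was 11 of 100, 1 of 10 and 5 of 35, for their interaction with strain 61 of 100 and with tissue 15 of 60. In hypothalamic Tregs it was 58 of 100 splits with both strains, 1 of 35 in Balb/c and 14 of 35 in C57Bl/6J mice and 2 of 100 for the interaction with strain. In Tregs of the rest of the brain it was 1 of 100 with both strains and 3 of 35 in C57Bl/6J mice. Where the number is 1, it is the real split, and no other split tried had as many: the highest of the others was 466 against 1373 in activated conventional T cells of the rest of the brain of Balb/c mice, where 10 splits are too few to decide, 173 against 199 in hypothalamic Tregs of Balb/c mice, and 764 against 853 in Tregs of the rest of the brain.

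Genes whose diet groups do not overlap made up 3.81% of the genes tested in hypothalamic activated conventional T cells of Balb/c mice and 2.35% in C57Bl/6J mice, where chance gives 2.86%. In the rest of the brain they made up 19.7% in Balb/c mice, where chance gives 10%, and 6.41% in C57Bl/6J mice, where chance gives 5.71%. In hypothalamic Tregs they made up 6.23% in Balb/c and 2.14% in C57Bl/6J mice, where chance gives 2.86%. In Tregs of the rest of the brain it was 15.2% in Balb/c mice, where chance gives 13.3%, and 4.68% in C57Bl/6J mice, where chance gives 2.86%.

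The rise of the cell cycle list in hypothalamic activated conventional T cells was tested against technical explanations. A mean as large came from 4 of the 100 splits of the libraries tried. A difference in totals is argued against by an enrichment score of 3.06 after all libraries were thinned to 13196689 counts. Over the 16 fits that each left out a library, the mean ran from 0.80 to 1.49, so no single library accounts for its direction. By fry the p-values of these fits ran from 0.0207 to 0.0979, and 6 of the 16 were under 0.05, so passing the threshold depends on single libraries. The highest p by fgsea was 2.62e-11, but its permutation of genes does not allow for the correlation between genes and cannot decide this. RNA of other brain cells in the SD libraries would lower the genes of T cells as far as the list, whose median log2 fold change was 0.70. Summed over the 8 genes of T cells, the 16 libraries had 7904 to 9959 CPM, a log2 ratio of 0.33, which argues against such RNA as the whole cause. The lists of brain cells together had a mean log2 fold change of −0.84 over the 21 of 43 genes tested, with p = 0.100 by fry and p = 0.0115 by permutation of genes. Of these lists, microglia had −1.64 (p = 0.271 by fry and 0.0141 by permutation of genes), oligodendrocytes −0.94 (0.250 and 0.295), astrocytes 0.60 (0.655 and 0.539) and neurons −3.14, with 3 genes tested. Endothelial cells had 0.21 (p = 0.992 by fry and 0.801 by permutation of genes), B cells −2.18 (0.415 and 0.0697), macrophages or monocytes −2.57, CD8 T cells 0.55 and erythroid cells 6.13, the last 3 with 3, 2 and 1 genes. An effect of the diet on proliferation stays among the open explanations.

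In the other sets of libraries, a mean of the cell cycle list as large came from 12 of the 100 splits for activated conventional T cells of the rest of the brain and from 23 of the 100 for hypothalamic Tregs. In hypothalamic Tregs, the mean log2 fold change of the list was 1.45 over 40 genes, with 26 higher, and 1.33 with 1 gene at its bound; the enrichment score was 1.35 (permutation of genes, p = 0.0821). The score of the list in hypothalamic Tregs of Balb/c mice differed by 0.89 between the diets (exact permutation p = 0.0286, the smallest that 4 against 4 libraries can give, adjusted 0.163).

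Among genes the paper names from the pilot experiment, none differed in hypothalamic activated conventional T cells of Balb/c mice, with 4 of 36 genes at an unadjusted p-value under 0.05. The log2 fold change there was −0.12 for *Cxcr3* (standard error 0.164), 0.44 for *Ccl5* (0.158), 0.06 for *Ccr7* (0.416), −0.22 for *S1pr1* (0.396), −0.03 for *Tbx21* (0.440), 0.08 for *Cd226* (0.263), 0.10 for *Cxcr6* (0.277), 0.21 for *Ifng* (0.250) and −0.06 for *Irak1* (0.287). These are activated cells, and the pilot experiment sorted cells with low or intermediate CD44. In hypothalamic Tregs of Balb/c mice it was 1.11 for *Il7r* (standard error 1.99), 1.50 for *Leprot* (2.61), −0.01 for *Irf1* (1.52), −0.18 for *Rock1* (1.12), −2.84 for *Irak1* (3.13) and 0.84 for *Tnfrsf14* (2.73), and 0 of 19 genes had an unadjusted p-value under 0.05. *Adam10* and *Mtor* did not have more than 10 counts in at least 4 of these libraries and were not tested there. *Adam10* had 0 to 99.2 CPM in the 4 libraries on the HFHS diet and 0 to 0.391 CPM in the 4 on SD; in C57Bl/6J mice its log2 fold change was −3.59 (standard error 3.32). In activated conventional T cells of the rest of the brain of Balb/c mice, 4 of the 37 genes had a p-value under 0.05 adjusted over the list alone, *Ctsd* (log2 fold change −1.02), *Ccl5* (0.62), *Tgfbr1* (1.56) and *Itga4* (0.57), and 0 did over all genes. Of these, only *Ccl5* changed in the direction of the pilot experiment, and the others changed in the opposite direction. In Tregs of the rest of the brain of Balb/c mice, 1 of 24 genes had such a p-value, *Irf1* (−1.02), and 0 did over all genes. *Irf1* had been higher on the HFHS diet in the Tregs of the pilot experiment.

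The 25 genes above 1 in Fig. 3e had a mean log2 fold change of 0.01 in hypothalamic activated conventional T cells of Balb/c mice, with 11 higher (p = 0.761 by fry and 0.576 by permutation of genes), and 33 of the 35 splits gave a mean as large. The 6 genes below 1 in Fig. 3e had a mean of 0.26 (p = 0.0794 by fry and 0.0117 by permutation of genes), opposite to the pilot experiment. The 15 genes above 1 in Fig. 3f had a mean of 0.41 in hypothalamic Tregs of Balb/c mice, with 8 of 12 tested higher (p = 0.130 by fry and 0.383 by permutation of genes), and 11 of the 35 splits gave a mean as large. The 4 genes below 1 in Fig. 3f had a mean of −0.43 (p = 0.587 by fry and 0.292 by permutation of genes). The 6 genes the paper names for Th1 cells had a mean of 0.10 in hypothalamic activated conventional T cells of both strains (p = 0.378 by fry and 0.241 by permutation of genes), and 42 of the 100 splits gave a mean as large.

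The pilot experiment's number of genes past 2-fold was compared with pairs of libraries of one condition, thinned to its totals. Treg pool 43_47 of C57Bl/6J mice on SD stayed at its own lower total of 1724149 in its pairs with pools 11_15 and 62_66. In Tregs, 7 of 24 pairs had as many as the 4891 genes of the pilot experiment. All 7 are from C57Bl/6J mice, 3 with SD pool 11_15 and 3 with HFHS pool 72_76. In Balb/c mice, the strain of the pilot experiment, 0 of 12 pairs had as many, with a highest number of 4811, and 4 of the 12 had as high a share of the genes with enough reads, so a difference between any 2 libraries may account for much of the number. In conventional T cells, 0 of 24 pairs had as many, which argues against that as the whole cause; the pairs are of activated cells and were made with another library kit. The rank correlation between the fold changes of the pilot experiment and those of the second experiment in Balb/c mice was 0.037 in Tregs, with 57.0% of the regulated genes in the same direction, and of the 70 ways to deal the diets to the 8 libraries 6 gave a correlation and 2 a share as high. With more than 20 reads in both libraries the correlation was 2.07e-05 and the share 52.6%, and 35 and 15 of 70 were as high, so an effect of the diet shared by both cannot be told apart from chance by the correlation, and stays open. In conventional T cells the correlation was 0.023, with 51.7% in the same direction, and 3 of the 70 ways gave a correlation and 6 a share as high. With more than 20 reads in both libraries the values were 0.043 and 54.6%, and 2 of 70 were as high for each, so a small shared effect of the diet may be present.

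Fewer genes had more than 10 counts in hypothalamic Treg libraries of Balb/c mice on SD, 3335 ± 955 (SD, n = 4), than on the HFHS diet, 5556 ± 737 (SD, n = 4; exact permutation p = 0.0286, the smallest possible). After thinning to a single total, the lowest library on the HFHS diet still had 498 more than the highest on SD, which argues against a difference in totals. In C57Bl/6J mice the means were 5885 on SD and 4370 on the HFHS diet (exact permutation p = 0.429). The number of cells sorted for a library is not in the labels, and no biological explanation was tested.

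Some Treg libraries of the second experiment held many transcripts of other cell types, and no explanation was tested. The hypothalamic library of Balb/c mice on SD from pool 32_36 had 36260 CPM over the list of microglia, 4808 of macrophages or monocytes and 4456 of astrocytes, and 4142 CPM over the 8 genes of T cells. That of C57Bl/6J mice on SD from pool 11_15 had 29776 CPM over the list of endothelial cells, 9942 of macrophages or monocytes and 4769 of microglia, and 199 CPM over the genes of T cells. That of C57Bl/6J mice on SD from pool 43_47 had 4846 CPM over the list of B cells. Over the genes of T cells, activated conventional T cells had 7864 to 10019 CPM. Their medians of the list of CD8 T cells ran from 33.1 to 438 CPM over the groups.

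The WT CD4+CD25- library of the pilot experiment had 299.5 CPM of *Foxp3*, 794 of *Ikzf2*, 1484 of *Tnfrsf18* and 340.4 of *Ctla4*, and 0 counts of *Il2ra*, at a floor of 13.6 CPM.

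In Tregs, strain accounted for 4.68% of the variance of the 500 most variable genes, tissue for 15.3% and diet for 4.69%, and 50 of 1000 shuffles of the diets gave a share as high.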
